# MicroRNA-mediated control of developmental lymphangiogenesis

**DOI:** 10.7554/eLife.46007

**Published:** 2019-09-03

**Authors:** Hyun Min Jung, Ciara T Hu, Alexandra M Fister, Andrew E Davis, Daniel Castranova, Van N Pham, Lisa M Price, Brant M Weinstein

**Keywords:** miR-204, nfatc1, lymphangiogenesis, lymphatic vessel, lymphatic development, embryo, Zebrafish

## Abstract

The post-transcriptional mechanisms contributing to molecular regulation of developmental lymphangiogenesis and lymphatic network assembly are not well understood. MicroRNAs are important post-transcriptional regulators during development. Here, we use high throughput small RNA sequencing to identify miR-204, a highly conserved microRNA dramatically enriched in lymphatic vs. blood endothelial cells in human and zebrafish. Suppressing miR-204 leads to loss of lymphatic vessels while endothelial overproduction of miR-204 accelerates lymphatic vessel formation, suggesting a critical positive role for this microRNA during developmental lymphangiogenesis. We also identify the NFATC1 transcription factor as a key miR-204 target in human and zebrafish, and show that NFATC1 suppression leads to lymphatic hyperplasia. The loss of lymphatics caused by miR-204 deficiency can be largely rescued by either endothelial autonomous expression of miR-204 or by suppression of NFATC1. Together, our results highlight a miR-204/NFATC1 molecular regulatory axis required for proper lymphatic development.

## Introduction

The lymphatic system is important for fluid and protein homeostasis, lipid transport, and immunity. Lymphatic malfunction is linked to many pathologies including lymphedema, cancer metastasis, and cardiovascular disease (Petrova and Koh, 2018; Venero Galanternik et al., 2016; Alitalo, 2011; Stacker et al., 2014; Lim et al., 2013). Primitive lymphatic vessels are derived from lymphatic endothelial cell (LEC) progenitors that transdifferentiate from venous blood endothelial cells (BECs) and subsequently migrate away from the veins to form lymphatic vessels (Sabin, 1902; Hong et al., 2002; Koltowska et al., 2013; Nicenboim et al., 2015). A variety of factors have been identified that are required for proper regulation of lymphangiogenesis during development and disease, including PROX1, SOX18, COUPTFII, VEGFC/VEGFR3, NRP2, CCBE1, CLEC2, YAP/TAZ, and NFATC1 (Wigle and Oliver, 1999; Dumont et al., 1998; Karkkainen et al., 2004; François et al., 2008; Srinivasan et al., 2010; Yuan et al., 2002; Uhrin et al., 2010; Hogan et al., 2009; Kulkarni et al., 2009; Sweet et al., 2015; Bui et al., 2016; Cho et al., 2019). Some of our current knowledge regarding development of the lymphatic system has come from research using the zebrafish, a superb model for studying vertebrate organogenesis with optically clear, externally developing embryos ideal for high-resolution live imaging. The development of the zebrafish lymphatic vascular system is highly conserved and stereotyped (Yaniv et al., 2006; Okuda et al., 2012; Jung et al., 2017; Küchler et al., 2006), and the availability of transgenic zebrafish expressing fluorescent reporters in lymphatic endothelium makes it straightforward to monitor lymphatic development at the single cell level in vivo and visualize even subtle lymphatic defects using optimized high-resolution microscopy technologies (Jung et al., 2016).

MicroRNAs are important posttranscriptional regulators that play crucial roles in developmental, physiological, and disease-related processes in animals (Gebert and MacRae, 2019). They are noncoding RNAs approximately 22 nucleotide long that guide Argonaute proteins for gene silencing by mRNA degradation and/or translational repression (Jonas and Izaurralde, 2015). Targeting of microRNAs is accomplished by binding of the key nucleotides 2–8 (the ‘seed’ sequence) and additional microRNA sequences to complementary sequences in target mRNAs (Bartel, 2009). The majority of microRNA target sites are located in the 3’ untranslated regions (UTRs) of mRNAs, although some microRNA targeting also occurs in 5’UTR and coding sequences (Tay et al., 2008; Lytle et al., 2007; Jung et al., 2013). MicroRNA regulatory networks are thought to confer robustness to biological processes by reinforcing transcription programs and attenuating aberrant transcripts by either switching off or fine-tuning gene expression, helping to buffer against random fluctuations in transcript copy number (Ebert and Sharp, 2012; Staton et al., 2011; Choi et al., 2007). Although we know a great deal about the roles of protein-coding genes during lymphangiogenesis, we still have limited insight into how post-transcriptional mechanisms regulate lymphatic development. Profiling of microRNAs in human lymphatic endothelial cells (LECs) and blood endothelial cells (BECs) has identified BEC-specific microRNAs such as miR-31 and miR-181a that target Prox1 and prevent lymphatic specification in BECs (Leslie Pedrioli et al., 2010; Kazenwadel et al., 2010; Dunworth et al., 2014). These studies suggest some microRNAs can help BECs retain their identity by negatively regulating lymphatic development. Manipulation of endothelial microRNAs has also been shown to result in defective lymphatic development (Kontarakis et al., 2018; Nicoli et al., 2012; Chen et al., 2016). Although these studies have begun to shed light on the role of microRNAs during lymphangiogenesis, our understanding of the role lymphatic microRNAs play during lymphatic vessel development is still limited.

Here, we characterize miR-204, a highly conserved lymphatic-enriched microRNA isolated via small RNA sequencing of human endothelial cells, and demonstrate its critical function during lymphangiogenesis in vivo using the zebrafish. MicroRNA-204-deficient zebrafish display severe defects in lymphatic vessel formation, while excess mir-204 expression in endothelium drives precocious lymphangiogenesis. We identify NFATC1 as a conserved miR-204 target in both human lymphatic endothelial cells and in the zebrafish, with loss of miR-204-mediated silencing resulting in increased NFATC1 transcript levels. As in mammalian lymphatics, attenuating nfatc1 in the zebrafish promotes abnormal lymphatic expansion, and suppressing nfatc1 rescues lymphatic development in mir-204-deficient zebrafish. Our results thus identify a miR-204/NFATC1 molecular pathway critical for lymphatic development.

## Results

### miR-204 is enriched in human and zebrafish lymphatic endothelial cells

We performed small RNA sequencing on human lymphatic endothelial cells (LEC) and human blood endothelial cells (BEC) to identify microRNAs enriched in LECs compared to BECs. We used triplicate samples of total RNA isolated from human dermal lymphatic microvascular endothelial cells (HMVEC-dLy, representing LEC) and human umbilical vein endothelial cells (HUVEC, representing BEC) for sequencing (Figure 1a). 

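HMVEC-dLy are primary endothelial cells of the lymphatic microvessels of the skin, and HUVEC are primary endothelial cells of the umbilical vein. The small RNA libraries came from 3 HMVEC-dLy and 3 HUVEC samples, 6 libraries in all, read from a single end. The authors trimmed the adapters, removed bases of low quality, aligned the reads with Bowtie to hg38 and to the mature microRNAs of miRBase, and removed microRNAs with low counts. They converted the counts to CPM, in which the reads of a microRNA are scaled to the total of its library, and compared both cell types with the Partek GSA algorithm. The authors' deposited table gives, for each microRNA, its mean CPM in LEC and in BEC, the ratio of these means, a p-value and a false discovery rate (FDR). Values of single libraries were not analysed here, so the spread between replicates is known only through the authors' p-values, and the precision of each mean is not known. The paper states a depth of about 10000000 reads per sample. The number of reads counted per library was not analysed here. In the authors' deposited table, the means summed to 999239.8 CPM in LEC and 998621.4 CPM in BEC. The 5 microRNAs with the highest mean over both cell types, miR-22-3p, miR-126-5p, miR-10b-5p, let-7a-5p and miR-21-5p, took 55.3% of the reads in LEC and 46.7% in BEC. The ratio of LEC over BEC was recomputed from both means for each microRNA, and the median log2 ratio was -0.035. Because a few abundant microRNAs set the total to which CPM is scaled, ratios were also computed after other scalings and with a constant added to both means.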

Prior to sequencing, we used TaqMan quantitative RT-PCR to verify that HMVEC-dLy and HUVEC are enriched for markers representing lymphatic or blood vessel identity, respectively. We tested the expression of lymphatic vascular markers PROX1, FLT4 (also known as VEGFR3), and PDPN, and blood vascular markers NR2F2 (also known as COUP-TFII), KDR (also known as VEGFR2), CDH5 (also known as VE-Cadherin), and EGFL7. HMVEC-dLy express higher levels of PROX1, FLT4, and PDPN, while HUVEC showed enrichment for NR2F2, KDR, CDH5, and EGFL7, showing that these cell types appropriately express genes representative of lymphatic or blood vessel identity (Figure 1—figure supplement 1). A total of ~10 million reads were collected for each RNAseq sample and the sequences were aligned using the miRbase v22 (Kozomara and Griffiths-Jones, 2014). We excluded from further analysis any microRNAs that were represented by less than 10 reads in three or more of the six (two triplicate) sequenced samples, resulting in 445 annotated microRNAs. 98 of these microRNAs showed a significant difference between the LEC and BEC samples (p<0.01, false discovery rate (FDR) < 0.01). 

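The authors' deposited table lists these 445 microRNAs after the filter. The totals of the table show whether the minimum of 10 was applied to reads or to CPM. A microRNA with at least 10 CPM in 3 libraries has a total of at least 30 CPM over the 6 libraries, and 11 of the listed microRNAs had a lower total. The minimum of 10 was therefore not applied to the CPM. The lowest total was that of miR-3615, at 22.0 CPM over the 6 libraries. If miR-3615 had at least 10 reads in 3 libraries, those libraries held at least 1362166 counted reads each, as a harmonic mean. The mean over the 6 libraries was under 10 CPM for 74 of the 445 microRNAs, and both cell types had a mean of at least 10 CPM for 325. Of the listed microRNAs, 438 were matched by name to hairpin genes of the reference annotation, and 42 of these matched more than 1. A name without a copy number was matched to every copy, so the 42 can include arms made from a single copy. For example, miR-181a-3p was matched to MIR181A1 and MIR181A2, although miR-181a-2-3p is listed for MIR181A2. Reads of a sequence made from more than 1 hairpin gene cannot be assigned to a single locus.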

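The adjustment for multiple testing was recomputed from the p-values of the authors' deposited table with the Benjamini-Hochberg step-up procedure over all listed microRNAs. The largest relative difference between the recomputed FDR and the FDR in the authors' deposited table was 0. A p-value under 0.01 was held by 145 microRNAs, where 4.45 would be expected by chance. The recomputed FDR was also under 0.01 for 98 of them and was not for the other 47. Among the 98, the largest p-value of the authors' deposited table was 0.00216, and the largest recomputed FDR was 0.00981. Of the 98 microRNAs, 49 had a higher mean in LEC and 49 a lower one. Among all listed microRNAs, 218 had a higher mean in LEC and 227 a lower one. The smallest difference among the 98 was 1.67-fold, and their median difference was 4.08-fold. The threshold on the FDR moved the number of calls most: at an FDR under 0.05, the count was 174 microRNAs.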

The normalized sequencing data have been submitted to the Gene Expression Omnibus repository with accession number GSE126679. From the 98 microRNAs we identified 30 that were highly enriched in LECs (fold change (FC) >4) and 20 that were highly enriched in BECs (FC >4) (Figure 1a and Figure 1—source data 1). 

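With the recomputed FDR and the ratio of both means, 30 microRNAs were more than 4-fold higher in LEC and 20 were more than 4-fold higher in BEC. The other 48 differed by 4-fold or less, 19 of them higher in LEC and 29 lower. The LEC-enriched microRNAs were mostly at low levels. In the authors' deposited table, their median level in LEC was 37.7 CPM, and 9 of the 30 reached 100 CPM. The 20 BEC-enriched microRNAs had a median level in BEC of 203 CPM, and 13 of them reached 100 CPM. After miR-204-5p, the largest ratios of LEC over BEC were those of miR-6743-5p at 45.8, miR-6836-3p at 41.3, miR-4652-3p at 24.0 and miR-4488 at 18.1. The authors' deposited table gives miR-4488 a mean of only 1.45 CPM in BEC, so its ratio rests on few reads. Among the 20 BEC-enriched microRNAs, the largest ratios of BEC over LEC were 70.5 for miR-335-5p and 21.3 for miR-561-5p. The next were 8.46 for miR-766-3p, 6.97 for miR-31-5p and 6.95 for miR-100-3p. A further 3 microRNAs were over 4-fold higher in LEC and 3 were over 4-fold higher in BEC without passing the FDR threshold. With 5 CPM added to both means of each microRNA, 17 of the 30 and 14 of the 20 were still over 4-fold. Structural RNAs, such as ribosomal or small nuclear RNAs, were compared with the hairpins of the reference annotation. Among the 28 LEC-enriched microRNAs with a hairpin there, 5 share 18 bases in a row with one, miR-4488 among them. Among the other 410 microRNAs, 12 do. For names without an arm, such as miR-4488, the whole hairpin was searched, which makes a match likelier.

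**Figure D1:**
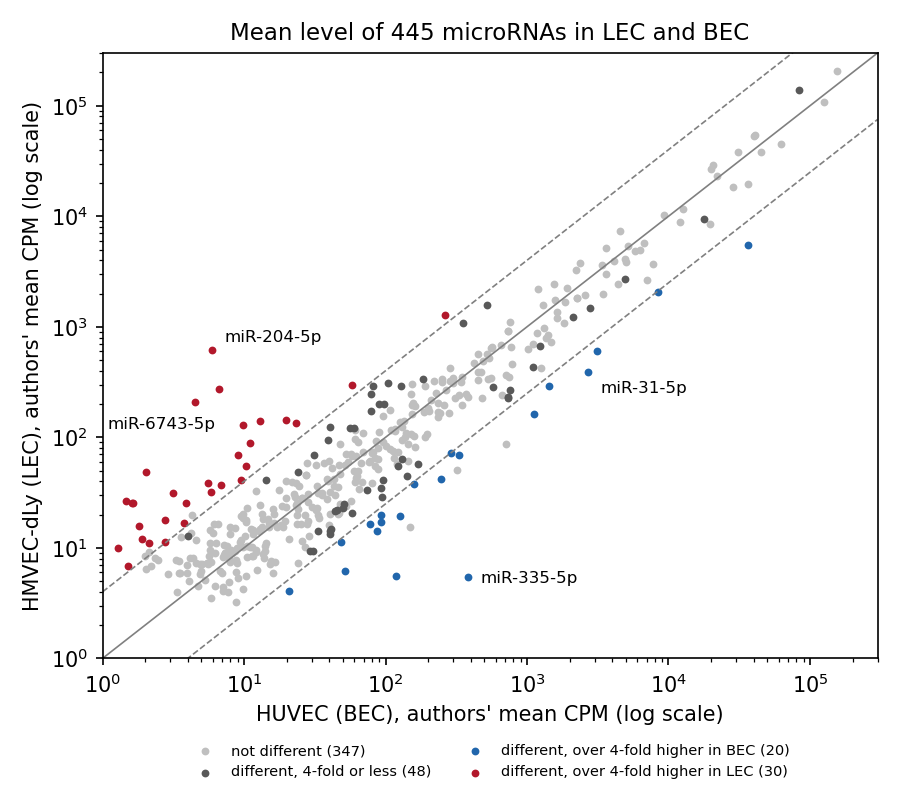
Mean level of each of the 445 microRNAs in HUVEC (BEC, horizontal axis) and HMVEC-dLy (LEC, vertical axis), both as the authors' mean CPM on log scales. Each point is a microRNA, the solid line marks equal means and the dashed lines a 4-fold difference. The 30 LEC-enriched microRNAs are red, the 20 BEC-enriched microRNAs are blue, the 48 other different microRNAs are dark grey, and most of the red points lie at low levels.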

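In the authors' deposited table, miR-204-5p had a mean of 618 CPM in LEC and 5.90 CPM in BEC. The ratio recomputed from these means was 104.73, which ranked 1 among the microRNAs called different. It was 2.28 times the next largest ratio. The authors' deposited table gives miR-204-5p a p-value of 1.298e-09, the second smallest of the table, and its recomputed FDR was 2.89e-07. By mean level, miR-204-5p ranked 71 of the listed microRNAs in LEC and 391 in BEC. Its mean in BEC is small, so the size of the ratio depends on how low values are treated. With 5 CPM added to both means the ratio was 57.2, and it remained the largest. At the depth of 10000000 reads that the paper states, its mean in BEC would correspond to at most 59.0 reads per library. No other hairpin of the reference annotation shares 18 bases in a row with the 5p side of the miR-204 hairpin. The hairpin of its paralog miR-211 holds a site with 2 mismatches to miR-204. Whether reads aligned with mismatches were shared was not tested, as the number allowed is not stated. Hairpins with a GC content within 5 percentage points of the 48.2% of miR-204 were found for 137 other microRNAs, and their largest ratio was 7.25, for miR-3065-5p. The paper ranks the LEC-enriched microRNAs by the ratio of both means and reads it as enrichment in LEC.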

Among the 30 LEC-enriched microRNAs, miR-204–5 p was by far the most highly enriched in LEC, with 105-fold higher representation in the LEC sequences compared to BEC (Figure 1b). Using the TaqMan microRNA qPCR assay, we confirmed that miR-204–5 p is very highly enriched in LEC compared to BEC, in contrast to previously reported vascular microRNAs miR-126 and miR-31 that are more highly enriched in BEC (Figure 1c).

**Figure 1.**
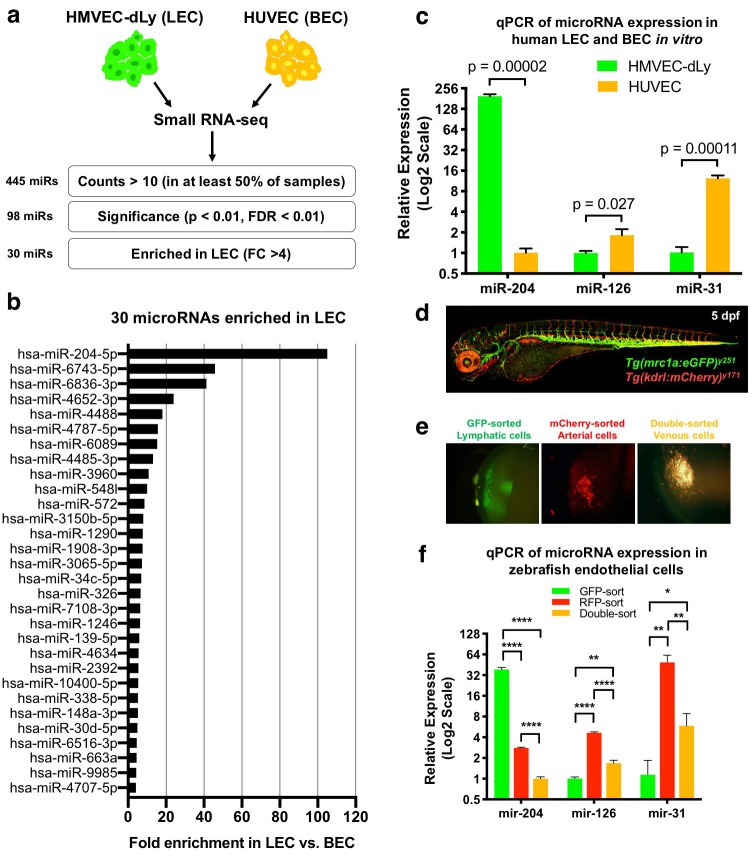
Identification of lymphatic microRNAs enriched in human and zebrafish lymphatic endothelial cells. (**a**) Schematic diagram of the workflow for small RNA sequencing from lymphatic (HMVEC-dLy) and blood (HUVEC) endothelial cells and selection of microRNAs enriched in lymphatic endothelial cells. (**b**) Relative fold enrichment of the 22 most highly enriched microRNAs in LEC versus BEC small RNA sequence data (average of triplicate samples from each group). (**c**) Quantitative TaqMan RT-PCR measurement of the relative expression of three different microRNAs in HMVEC-dLy (LEC) and HUVEC (BEC). Levels of mir-204 are normalized to HUVEC (BEC) levels, while levels of mir-126 and mir-31 are normalized to HMVEC-dLy (LEC) levels. Three biological replicates were analyzed. (**d**) Confocal image of a five dpf *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic larva (lateral view, rostral to the left). (**e**) Confocal images of lymphatic (GFP-positive), arterial (mCherry-positive), and venous (GFP and mCherry double-positive) endothelial cell pellets isolated from dissociated five dpf transgenic animals such as that in panel d by Fluorescence Activated Cell Sorting (FACS). (**f**) Quantitative TaqMan RT-PCR measurement of the relative expression of mature mir-204, mir-126, and mir-31 in FACS-sorted zebrafish endothelial cells. FACS-sorted cells from ~1000 5 dpf larvae were used and three technical replicates were analyzed. Levels of mir-204 are normalized to venous (GFP and mCherry double-positive) levels, while levels of mir-126 and mir-31 are normalized to lymphatic (GFP-positive) levels. All graphs are analyzed by t-test and the mean ± standard deviation (SD) is shown. *, p<0.05; **, p<0.01; ****, p<0.0001. 10.7554/eLife.46007.005Figure 1—source data 1.List of microRNAs from the small RNA sequencing data with numeric values comparing LEC vs. BEC. 10.7554/eLife.46007.006Figure 1—source data 2.Numerical data for Figure 1 and Figure 1—figure supplement 1.

**Figure 1—figure supplement 1.**
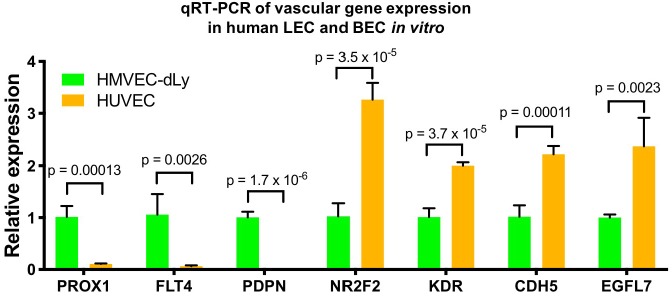
Differential expression of vascular genes in HMVEC-dLy and HUVEC. Quantitative TaqMan RT-PCR measurement of the relative expression of known lymphatic and blood vessel markers in HMVEC-dLy (Lymphatic Endothelial Cells, LEC) and HUVEC (Blood Endothelial Cells, BEC), normalized to expression levels in HMVEC-dLy (LEC). Four biological replicates were analyzed. All graphs are analyzed by t-test and the mean ± SD is shown.

**Figure 1—figure supplement 2.**
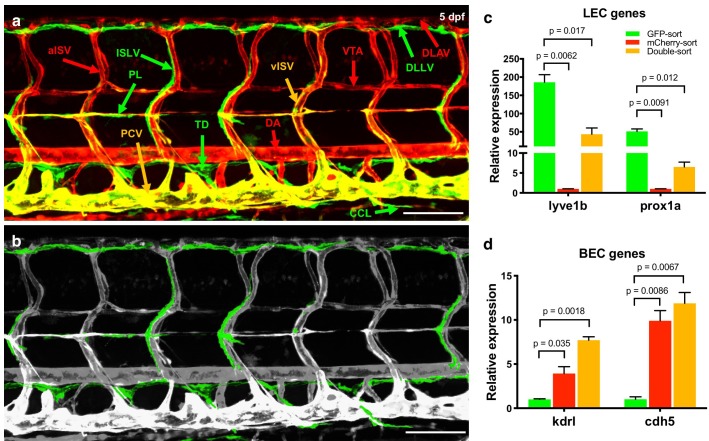
Trunk vascular patterning and vascular gene expression in FACS-sorted endothelial cells from transgenic zebrafish. (**a**) Confocal images of the vasculature in the mid-trunk of a five dpf *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic animal with mCherry positive arterial blood vessels (red), EGFP positive lymphatic vessels (green), and mCherry and EGFP double positive venous blood vessels (yellow). The different vessels are labeled: DA, dorsal aorta; DLLV, dorsal longitudinal lymphatic vessel; DLAV, dorsal longitudinal anastomotic vessel; ISLV: intersegmental lymphatic vessel; aISV: arterial intersegmental vessel; vISV: venous intersegmental vessel; PCV, posterior cardinal vein; PL, parachordal line; TD, thoracic duct; CCL, collateral cardinal lymphatics; VTA, vertebral artery. (**b**) Confocal image from panel a with lymphatic vessels pseudocolored in green and other vessels in gray, for easier visualization of the lymphatic network. (**c**) Quantitative TaqMan RT-PCR measurement of the relative expression of lymphatic endothelial cell (LEC) genes *lyve1b* and *prox1a* in FACS-sorted zebrafish endothelial cell populations. Expression is normalized to the arterial (mCherry-positive) endothelial cell population. (**d**) Quantitative TaqMan RT-PCR measurement of the relative expression of blood endothelial cell (BEC) genes *kdrl* and *cdh5* in FACS-sorted zebrafish endothelial cell populations. Expression is normalized to the lymphatic (EGFP-positive) endothelial cell population. Scale bars = 100 µm (a,b). Biological duplicates were analyzed. All graphs are analyzed by t-test and the mean ± SD is shown.

We used the zebrafish as an in vivo system to examine the role of mir-204 during lymphatic development, beginning by testing whether zebrafish mir-204 is also enriched in LEC. Zebrafish have a conserved, highly stereotyped developing lymphatic vascular network that is readily visualized using transgenic reporter lines (Okuda et al., 2012; Jung et al., 2017) (Figure 1—figure supplement 2a,b). We used 5 day post-fertilization (dpf) *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic larvae with EGFP-positive lymphatic EC, mCherry-positive arterial EC, and EGFP and mCherry double-positive venous EC (Figure 1d) to isolate each of these endothelial cell populations by fluorescence activated cell sorting (FACS). Transgenic larvae were dissociated into single cells and subjected to FACS sorting to obtain EGFP-sorted lymphatic cells, mCherry-sorted arterial cells, and double-sorted venous cells (Figure 1e). The EGFP-sorted lymphatic cells showed strong expression of lymphatic markers lyve1b and prox1a, while arterial and venous endothelial cells expressed relatively low levels of these transcripts (Figure 1—figure supplement 2c). In contrast, blood vascular markers kdrl and cdh5 were more abundant in mCherry-sorted arterial and double-sorted venous cells compared to EGFP-sorted lymphatic cells (Figure 1—figure supplement 2d). Using these sorted endothelial cell populations we were able to show that zebrafish mir-204 is highly enriched in EGFP-sorted lymphatic cells, while the blood endothelial microRNAs mir-126 and mir-31 are more enriched in mCherry-positive or double-positive BECs (Figure 1f). These data show that miR-204 is a highly conserved microRNA enriched in the lymphatic endothelium in both humans and zebrafish.

### Developmental lymphangiogenesis is suppressed by miR-204 deficiency

Human miR-204 is located in the sixth intron of TRPM3 (Transient Receptor Potential Cation Channel Subfamily M Member 3), and the mature microRNA is 100% conserved amongst a variety of vertebrate species (Figure 2—figure supplement 1a). 

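In the GRCh38 annotation, the MIR204 gene (ENSG00000207935.3) lies on chromosome 9 from 70809975 to 70810084, on the minus strand, and encodes a hairpin of 110 bases. Its sequence is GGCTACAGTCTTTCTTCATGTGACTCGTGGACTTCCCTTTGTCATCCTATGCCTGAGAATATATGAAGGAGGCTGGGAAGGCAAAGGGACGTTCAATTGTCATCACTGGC. The pan-204 morpholino of the paper, AGGCATAGGATGACAAAGGGAA, is the reverse complement of the 22 bases TTCCCTTTGTCATCCTATGCCT. These bases occur without a mismatch from position 33 of the hairpin, at 70810031 to 70810052 on chromosome 9. The host gene TRPM3 spans 70529060 to 71446904 on the same strand. In its MANE Select transcript, which has 26 exons, MIR204 lies in intron 6, between 70784280 and 70827846. The number of the intron depends on the transcript. Of the 29 annotated TRPM3 transcripts, 26 span MIR204, all with the hairpin in an intron, and this was the sixth intron in 11 of them.

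**Figure D2:**
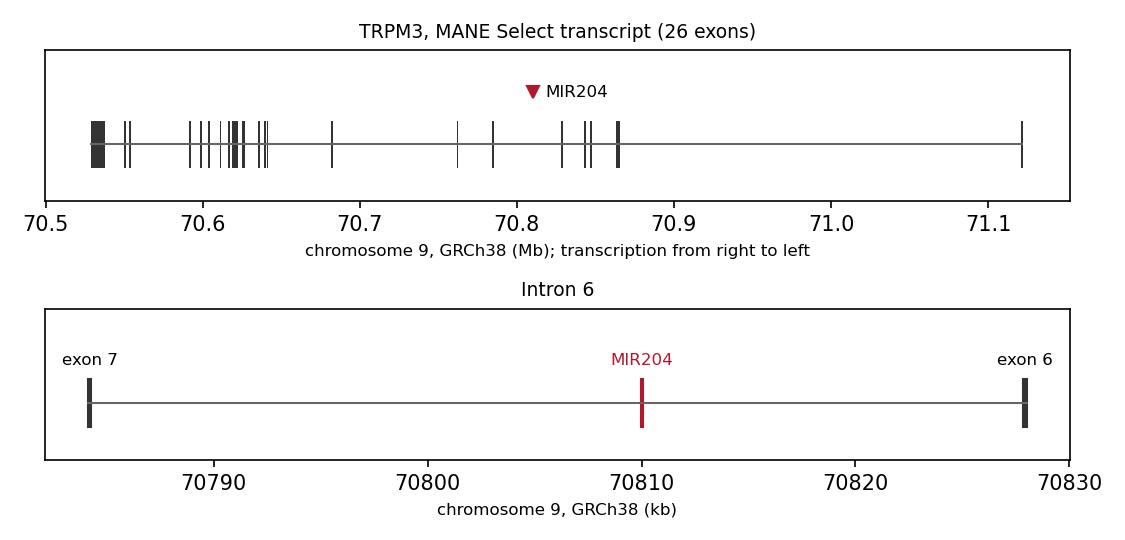
Position of MIR204 in TRPM3 on chromosome 9 of GRCh38, with positions along the horizontal axes in Mb (top) and kb (bottom). Dark boxes are the 26 exons of the MANE Select transcript, with the narrowest drawn at a minimum width in the top map, and MIR204 is marked in red within intron 6, between exon 6 and exon 7.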

The zebrafish genome contains three paralogues of mir-204 (miRBase.org). As in the human genome, one mir-204 is found in intron 5 of the zebrafish *trpm3* gene (*mir-204–1*) (Figure 2—figure supplement 1a). However, additional zebrafish mir-204 sequences are also found in intron 5 of *trpm1a* and in intron 4 of *trpm1b* (*mir-204–2* and *mir-204–3*, respectively; Figure 2—figure supplement 1b). The single human *TRPM1* gene contains a closely related paralogue microRNA, miR-211, in intron 6. 

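In the same annotation, MIR211 (ENSG00000207702.1) lies on chromosome 15 from 31065032 to 31065141 and TRPM1 from 31001065 to 31161160, both on the minus strand. Of the 11 annotated TRPM1 transcripts, 7 span MIR211, all with the hairpin in an intron. It lies in intron 6 of 3 of these transcripts and in intron 7 of the MANE Select transcript, which has 28 exons. The best ungapped match of the mature miR-204 sequence in the MIR211 hairpin is TTCCCTTTGTCATCCTTCGCCT, at 31065095 to 31065116. It differs from miR-204 by 2 substitutions, A17T and T18C, with positions counted from 1 at the 5′ end of miR-204 and its base given first. The first 16 bases are therefore identical between both microRNAs. miR-211-5p is not among the 445 microRNAs in the authors' deposited table of LEC and BEC, and its level was not analysed here.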

Although each of the three copies of mir-204 in the zebrafish has unique precursor sequences, their mature mir-204 sequences are 100% identical (Figure 2a). To determine the function of mir-204 in lymphatic vessel formation during early development, we began by using morpholino (MO) antisense oligomers to target and block the function of endogenous mir-204 in zebrafish. Knocking down microRNA function using MOs is an excellent targeting strategy for microRNAs because unlike protein-coding genes the functional products of microRNA genes are RNAs (Flynt et al., 2017). Four different MOs were designed to use different strategies to block mir-204 function (Figure 2a). The pan-204 MO targets the mature mir-204 sequence and knocks down all mir-204s. Precursor hairpin structures must be properly cleaved by Dicer to permit maturation of functional microRNAs (Park et al., 2011; Flynt et al., 2017; Kloosterman et al., 2007). We designed specific MOs targeting the dicer-cleavage sites of *mir-204–1*, *mir-204–2*, and *mir-204–3*, respectively, to individually block the maturation of each of the three precursor mir-204 sequences (Figure 2a). Injection of 0.5 ng of pan-204 MO led to highly efficient suppression of mature mir-204 levels (Figure 2b). At the 0.5 ng dose there were no noticeable morphological anomalies, although slightly higher doses (0.75 ng) resulted in some pericardial edema, jaw defects, mild microcephaly and reduced eye development (Figure 2—figure supplement 1c). To avoid potential secondary effects on lymphatics caused by these other abnormalities, we used the 0.5 ng dose for all experiments with the pan-204 MO. At around 36 hpf, vascular ‘secondary sprouts’ emerge from the cardinal vein, migrate dorsally, pause half-way up the trunk, and then contribute to formation of the parachordal lines (an early transient lymphatic progenitor structure) along the horizontal myoseptum at 2–3 dpf. From 3–5 dpf dorsal and ventral sprouts emerge from the parachordals to give rise to trunk lymphatic network (Figure 1—figure supplement 2a), including the intersegmental lymphatic vessels, dorsal longitudinal lymphatic vessels (DLLV), and thoracic duct (Cha et al., 2012; Yaniv et al., 2006; Hogan et al., 2009). Consistent with previous observations, the secondary sprouts in wild type control animals migrated dorsally to the horizontal myoseptum, turned laterally, and formed the parachordal lines (Figure 2c and Figure 2—video 1). Although initial secondary sprout formation and dorsal growth was normal in mir-204-deficient animals, secondary sprouts in these animals failed to stop at the horizontal myoseptum and form the parachordal line, but instead continued to grow dorsally and contributed to veins (Figure 2d and Figure 2—video 1). Examination of the parachordal line at three dpf (Figure 2e–h,m) showed that compared to control MO-injected animals that had parachordal lines in most somitic segments at this stage (Figure 2e,f,m), pan-204 MO-injected animals formed parachordals in only about 2 segments per 10 somites (Figure 2g,h,m). Similarly, examination of the thoracic duct at five dpf (Figure 2i–l,n) showed that control MO-injected animals had a thoracic duct in virtually all segments (Figure 2i,j,n) while mir-204-deficient animals displayed nearly complete loss of thoracic duct formation (Figure 2k,l,n).

**Figure 2.**
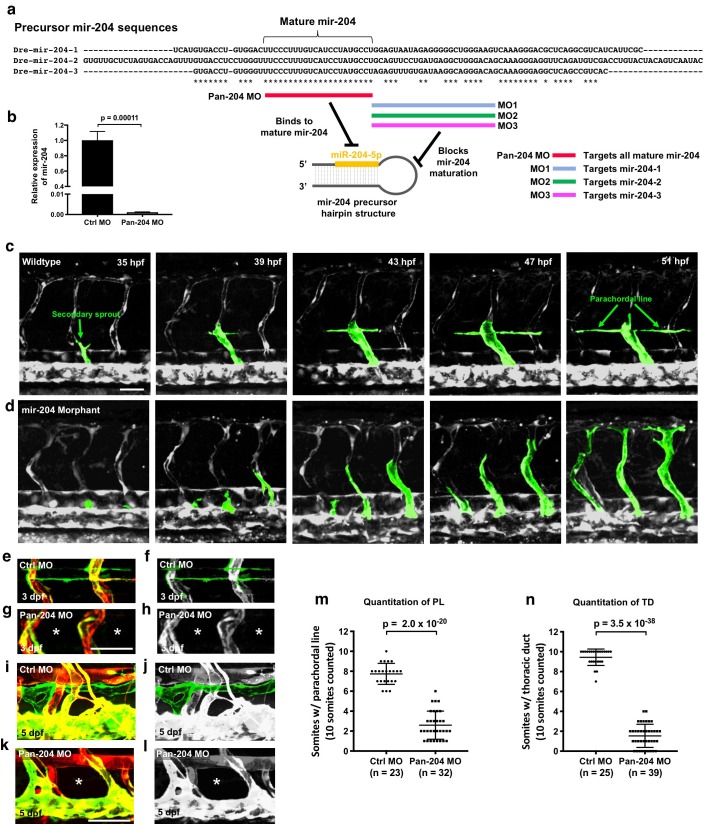
Defective lymphangiogenesis in mir-204 deficient zebrafish. (**a**) Sequence alignment of the three zebrafish precursor mir-204 sequences (*mir-204–1, mir-204–2,* and *mir-204–3*) and a schematic diagram showing four morpholinos (pan-204 MO, MO1, MO2, and MO3) targeting them. The data shown in the rest of this figure (panels b-m) uses the pan-204 MO targeting the mature mir-204 sequence generated by all three zebrafish mir-204 loci. (**b**) Quantitative TaqMan RT-PCR measurement of the relative levels of mature miR-204 in one dpf control MO- or pan-204 MO-injected embryos, normalized to controls. Three biological replicates were analyzed. (**c,d**) Time series of confocal images of trunk vessels in 35–51 hpf *Tg(mrc1a:eGFP)^y251^;Tg(kdrl:mCherry)^y171^* control (**c**) or pan-204 morphant (**d**) animals, with secondary sprouts highlighted in green. (**e–h**) Confocal images of the parachordal line in three dpf *Tg(mrc1a:eGFP)^y251^;Tg(kdrl:mCherry)^y171^* animals injected with either control MO (**e, f**) or pan-204 MO (**g, h**). In panel f the parachordal line is highlighted in green and other vessels are in gray. The absence of the parachordal line is noted with asterisks in panels g and h. (**i–l**) Confocal images of the thoracic duct in five dpf *Tg(mrc1a:eGFP)^y251^;Tg(kdrl:mCherry)^y171^* animals injected with either control MO (**i, j**) or pan-204 MO (**k, l**). In panel j the thoracic duct is highlighted in green and other vessels are in gray. The absence of the thoracic duct is noted with asterisks in panels k and l. (**m**) Quantification of parachordal line formation in three dpf animals injected with either control MO (n = 23) or pan-204 MO (n = 32). The same 10 somitic segments were scored in each animal for the presence or absence of an intact parachordal line. (**n**) Quantification of thoracic duct formation in five dpf animals injected with either control MO (n = 25) or pan-204 MO (n = 39). The same 10 somitic segments were scored in each animal for the presence or absence of an intact thoracic duct. All images are lateral views. Scale bar: 50 μm (**c, g, k**). All graphs are analyzed by t-test and the mean ± SD is shown. 10.7554/eLife.46007.010Figure 2—source data 1.Numerical data for Figure 2 and Figure 2—figure supplement 2.

**Figure 2—figure supplement 1.**
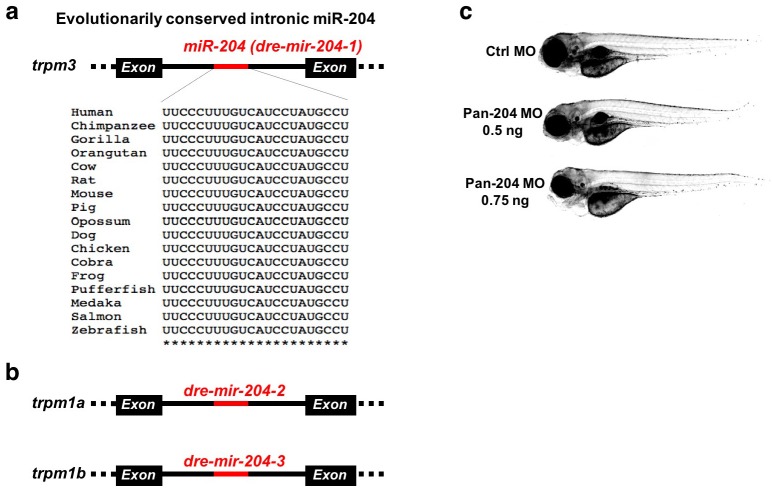
Evolutionarily conservation of miR-204. (**a**) Schematic diagram showing the location of miR-204 in intronic region of TRPM3 gene and the 100% conservation of its mature microRNA sequence amongst various vertebrate species. (**b**) Schematic of two additional zebrafish mir-204 loci located in intron 5 and 4 of *trpm1a* and *trpm1b,* respectively. (**c**) Bright field microscopic images of 5 dpf zebrafish larve that were injected with 0.5 ng of control MO (top) 0.5 ng of pan-204 MO (middle), or 0.75 ng of pan-204 MO (bottom).

**Figure 2—figure supplement 2.**
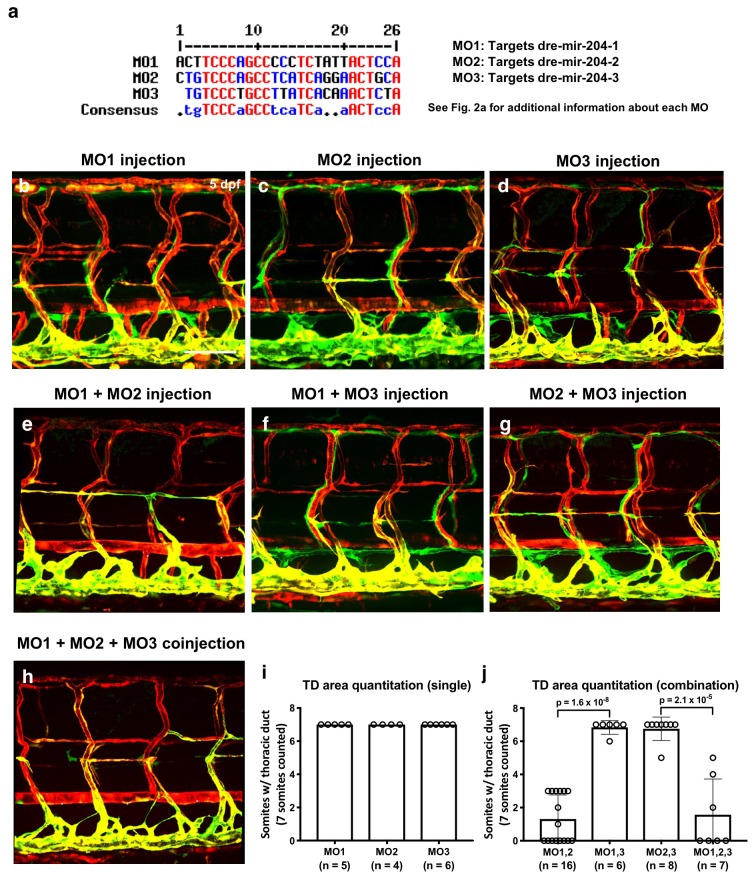
The effects of single or combined injections of mir-204 targeting MOs. (**a**) Sequence alignment of MO1, 2, 3. (**b-h**) Representative confocal images of 5 dpf *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic animals injected with 0.5 ng of MO1 (**b**), MO2 (**c**), or MO3 (**d**); injected pairwise with 0.5 ng each of MO1+MO2 (**e**), MO1+MO3 (**f**), or MO2+MO3 (**g**), for a final combined MO dose of 1.0 ng in each case; injected with 0.5 ng each of MO1+MO2+MO3 (**h**), for a final combined MO dose of 1.5 ng. (**i**) Quantitation of the single MO injections in panels b-d. (**j**) Quantitation of the combined MO injections in panels e-h. All images are lateral views, rostral to the left. Scale bar: 100 μ**m** (b). All graphs are analyzed by t-test and the mean ± SD is shown.

**Figure 2—video 1.** Time lapse video of wildtype (top) and pan204 morphant (bottom) vessel development. Mid-trunk of *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* embryos was imaged during 32–50 hpf. The venous secondary sprouts (green), lymphatic secondary sprouts (magenta), and parachoradal line (cyan) are pseudocolored.

### mir-204 function is required for lymphatic development

To independently confirm our pan-204 MO findings and further examine the relative importance of individual zebrafish mir-204s, we carried out experiments using the MOs independently targeting the dicer-cleavage sites of each of the three zebrafish mir-204s (Figure 2a and Figure 2—figure supplement 2). The sequences targeted by these MOs (MO1, MO2, MO3) differ from one another by 27–46% (Figure 2—figure supplement 2a). Injection of 0.5 ng of each individual MO alone did not affect lymphatic vessel development (Figure 2—figure supplement 1b–d,i). Pairwise co-injection of 0.5 ng MO1 and 0.5 ng MO2 resulted in defective thoracic duct formation (Figure 2—figure supplement 2e,j), but pairwise co-injection of either MO1 + MO3 or MO2 + MO3 did not affect lymphatic vessel formation (Figure 2—figure supplement 2f,g,j). Animals injected with 0.5 ng of each of the three MOs (MO1, MO2, and MO3, for a total of 1.5 ng injected) had lymphatic defects similar to but no more severe than animals injected with either the MO1 + MO2 combination or 0.5 ng of pan-204 MO (Figure 2—figure supplement 2h,j and Figure 2n). These results suggest that *mir-204–1* and *mir-204–2* play relatively more important roles than *mir-204–3* during lymphatic development, and confirm that suppressing mir-204 function leads to defective lymphatic vessel formation.

To further examine the role of mir-204 in lymphatic development, we generated genetic mutants using the Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR)/Cas9 and CRISPR/Cpf1 systems. Using an active single guide RNA (sgRNA) targeting *mir-204–1* (Figure 3a), we isolated a 22 bp CRISPR/Cas9 *mir-204–1* deletion mutant that deletes the majority of the mature mir-204 sequence (17 out of 22 nt) and the entire seed sequence at this locus (Figure 3b). Only an approximately 20% decrease in mir-204 levels in *mir-204–1* homozygous mutants (*miR-204–1^-/-^*) compared to wildtype embryos suggests that reduction from *mir-204–1* loss is compensated for by *mir-204–2* and/or *mir-204–3* (Figure 3—figure supplement 1a). The *mir-204–1^-/-^* animals were viable and fertile and did not have obvious morphological defects up to adulthood (Figure 3c,d and data not shown). Entirely consistent with the data generated exclusively using morpholinos (Figure 2—figure supplement 2), *mir-204–1^-/-^* mutant animals injected with either MO2 (Figure 3e,h) or with MO2+MO3 (Figure 3g,h) fail to properly form the thoracic duct and other lymphatic vessels, but *mir-204–1^-/-^* mutants injected with MO3 developed normal lymphatics (Figure 3f,h). MO2-injected *mir-204–1^-/-^* mutant animals also showed defects in earlier parachordal line formation (Figure 3—figure supplement 1b–d), like pan-204 MO-injected animals (Figure 2g,h,m). These data indicate that suppressing biogenesis of mir-204 from the *mir-204–1* and *mir-204–2* loci is sufficient to disrupt mir-204 function in lymphatic vessel formation, regardless of whether a genetic mutant or morpholino is used to suppress *miR-204–1.*

**Figure 3.**
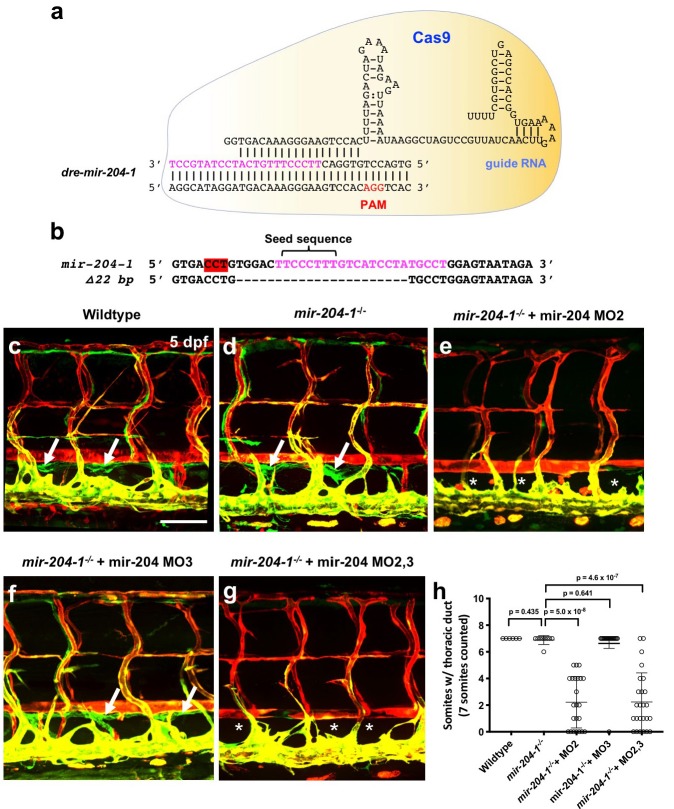
Mir-204 function is required for lymphatic development. (**a**) Schematic of CRISPR/Cas9 and guide RNA targeting of *mir-204–1*. (**b**) Sequence alignment of wildtype and *mir-204–1* mutant genomic DNA. The mature mir-204 sequence is noted in magenta, and the PAM sequence is highlighted in red (on the reverse strand). The mutant carries 22 bp deletion that removes 17 nucleotides of the mature mir-204 sequence. (**c–g**) Representative confocal images of the mid-trunk of 5 dpf wild type sibling (**c**), *mir-204–1^-/-^* mutant (**d**), MO2-injected *mir-204–1^-/-^* mutant (**e**), MO3-injected *mir-204–1^-/-^* mutant (**f**), and MO2 + MO3 co-injected *mir-204–1^-/-^* mutant (**g**) animals. Images are lateral views of *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic animals, rostral to the left. The thoracic duct is labeled with white arrows, and absence of the thoracic duct is noted with asterisks. (**h**) Quantification of thoracic duct formation in five dpf wild type (n = 6), *mir-204–1^-/-^* mutant (n = 9), MO2-injected *mir-204–1^-/-^* mutant (n = 23), MO2-injected *mir-204–1^-/-^* mutant (n = 19), and MO2 + MO3 co-injected *mir-204–1^-/-^* mutant animals (n = 25). The number of somitic segments with an intact thoracic duct was counted, with the same seven mid-trunk somites measured in each animal. Scale bar: 100 μm (**c**). All graphs are analyzed by t-test and the mean ± SD is shown. 10.7554/eLife.46007.015Figure 3—source data 1.Numerical data for Figure 3 and Figure 3—figure supplement 1 and Figure 3—figure supplement 2.

**Figure 3—figure supplement 1.**
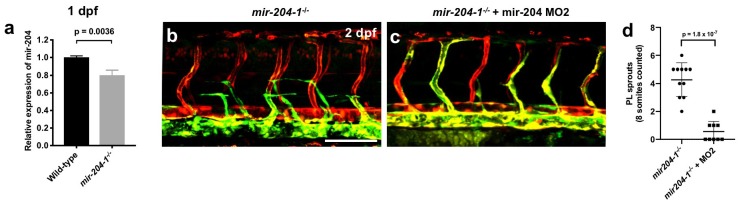
Lymphatic differentiation defects in mir-204-deficient animals. (**a**) Quantitative TaqMan RT-PCR measurement of the relative levels of mature mir-204 in one dpf *mir-204–1^-/-^* mutants and wildtype siblings, normalized to wild type levels. (**b,c**) Confocal images of 2 dpf *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^ mir-204–1^-/-^* mutant (**c**) or MO2-injected *mir-204–1^-/-^* mutant (**d**) animals. (**d**) Quantitation of the number of PL sprouts in animals as in panels b and c. Scale bar: 100 μm (**b**). All graphs are analyzed by t-test and the mean ± SD is shown.

**Figure 3—figure supplement 2.**
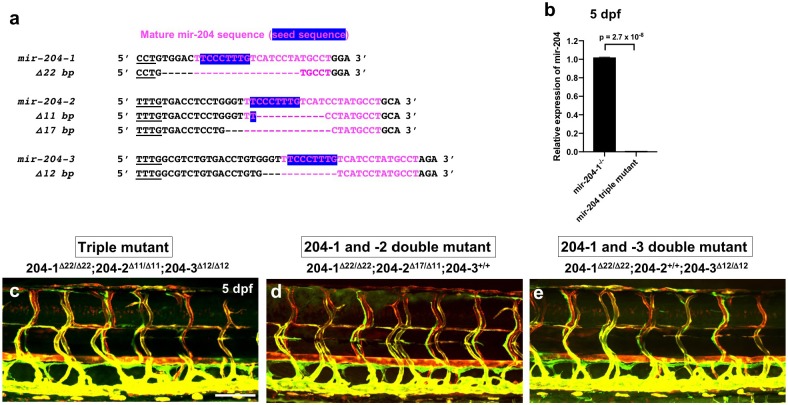
MicroRNA 204 mutants. (**a**) Sequence alignment of mir-204–1, −2, and −3 wildtype and deletion mutant. The mature mir-204 sequence are noted with magenta lettering and the seed sequence is highlighted in blue. (**b**) Quantitative TaqMan RT-PCR measurement of the relative levels of mature mir-204 in five dpf *mir-204* triple mutants and their *mir-204–1^-/-^* siblings, normalized to *mir-204–1^-/-^* mutants. Three biological replicates were analyzed. (**c–e**) Confocal image of 5 dpf *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* mir-204 triple mutant (**c**), *mir-204–1* and *−2* double mutant (**d**), and *mir-204–1* and *−3* double mutant (**e**) animals. All images are lateral views, rostral to the left. Scale bar: 100 μm (**c**). All graphs are analyzed by t-test and the mean ± SD is shown.

We also used CRISPR/Cpf1 targeting to generate −11 bp and −17 bp deletion mutations for *mir-204–2* and a −12 bp deletion for *mir-204–3* (Figure 3—figure supplement 2a). Since *mir-204–1^-/-^* animals are viable and fertile, we co-injected two separate sgRNAs targeting *mir-204–2* and *mir-204–3*, respectively, into *mir-204–1^-/-^* embryos to facilitate generation of *mir-204* triple mutants. We obtained triple mutants deleting the seed sequences of all three mir-204s (Figure 3—figure supplement 2a). Although expression of mir-204 was strongly reduced in *mir-204* triple homozygous mutants (Figure 3—figure supplement 2b), they did not display statistically significant lymphatic defects (Figure 3—figure supplement 2c–e), presumably due to an unknown compensatory mechanism taking place in animals where all genomic mature *mir-204* sequences are defective.

### Endothelial expression of mir-204 drives precocious lymphangiogenesis

To further confirm and examine the role of mir-204 in lymphatics, we used the mrc1a promoter (Jung et al., 2017) to drive mir-204 expression in venous and lymphatic endothelial cells using a previously described transgene vector for microRNA expression (Nicoli et al., 2010) containing splice donor (SD) and splice acceptor (SA) sequences from the EF1alpha gene, with the *dre-mir-204–1-*containing trpm3 intron five sequence cloned in between them (Figure 4a). As a control, we introduced a 4 bp mismatch into the seed sequence position 2–5 (TCCC to AGGG) using site-directed mutagenesis (Figure 4b). We injected *mrc1a:mir204(4 bp_seed_mut)-eGFP* (as control) or *mrc1a:mir204-eGFP* vector DNA into single-cell wild type embryos and analyzed the mosaic contribution to thoracic duct formation at three dpf, when the cells from parachordal line start to migrate ventrally to form thoracic duct. In comparison to control embryos that were just beginning thoracic duct formation (Figure 4b), embryos injected with *mrc1a:mir204-eGFP* formed a significantly increased number of thoracic duct segments (Figure 4c) suggesting that endothelial expression of mir-204 promotes early thoracic duct development (Figure 4d). We also isolated germline transgenic animals carrying this *Tg(mrc1a:mir204-egfp)* transgene. Similar to the results from the mosaic analysis, germline transgenic progeny generated from these fish display precocious development of the thoracic duct (Figure 4—figure supplement 1a–c). These animals are viable and fertile with no obvious morphological abnormalities or other defects, including normal stage-specific spacing between the dorsal aorta and posterior cardinal vein (Figure 4—figure supplement 1d), despite an approximately 2-fold increase in mature miR-204 levels measured by qPCR at three dpf (Figure 4—figure supplement 1e). These results suggest that increased endothelial mir-204 expression specifically promotes early lymphatic development.

**Figure 4.**
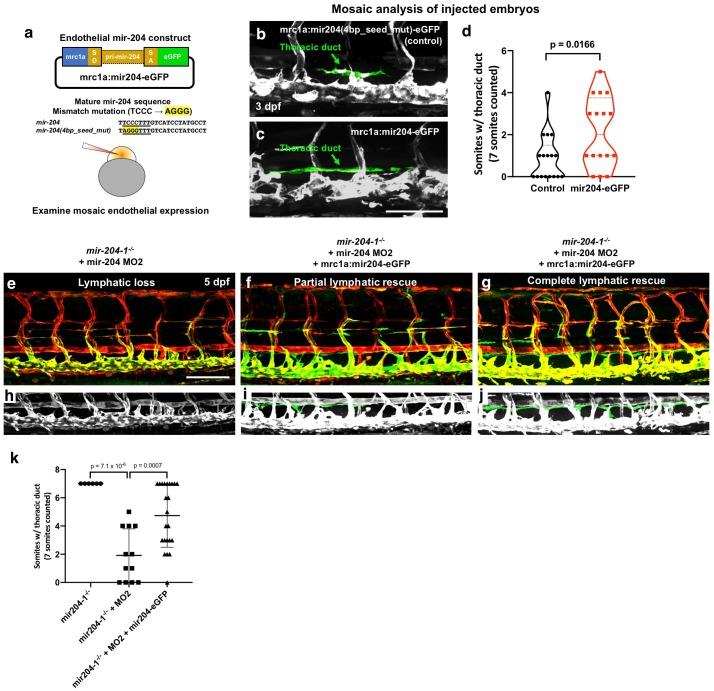
Endothelial expression of mir-204 drives precocious lymphatic development and rescues the loss-of-lymphatic phenotype in mir-204-deficient animals. (**a**) Schematic illustration of the mir-204 expression construct. The EGFP expression cassette is driven by the *mrc1a* promoter (Jung et al., 2017), with ~1 kb of *dre-miR-204–1* genomic sequence from the fifth intron of the *trpm3* gene cloned between splice donor (SD) and splice acceptor (SA) sequences and flanking exonic sequences from the *ef1a* gene. The original vector backbone was previously described (Nicoli et al., 2010). As a control, a 4 bp mismatch mutation was introduced in the seed (underline) sequence of mature mir-204 sequence. The construct was injected into 1 cell stage embryos to examine the mosaic endothelial expression. (**b,c**) Representative confocal images of mid-trunk of 3 dpf embryos injected with (**b**) control *mrc1a:mir204(4 bp_seed_mut)-eGFP* DNA or (**c**) *mrc1a:mir204-eGFP* DNA. The thoracic duct is pseudocolored in green, with other vessels in gray. (**d**) Quantification of thoracic duct formation in animals injected with either *mrc1a:eGFP* control or *mrc1a:mir204-eGFP* DNA. (**e–g**) Confocal images of *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic MO2-injected *mir-204–1^-/-^* mutant animals without (**e**) or with (**f,g**) co-injected *mrc1a:mir204-eGFP* DNA. (**h–j**) Cropped portions of the corresponding images in e-g, with the thoracic duct pseudocolored in green and other nearby vessels in gray. (**k**) Quantification of thoracic duct formation in animals as in panels e-g. The number of somitic segments with an intact thoracic duct was counted, with the same seven mid-trunk somites measured in each animal. Scale bar: 100 μm (**c,e**). All graphs are analyzed by t-test and the mean ± SD is shown. 10.7554/eLife.46007.018Figure 4—source data 1.Numerical data for Figure 4 and Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
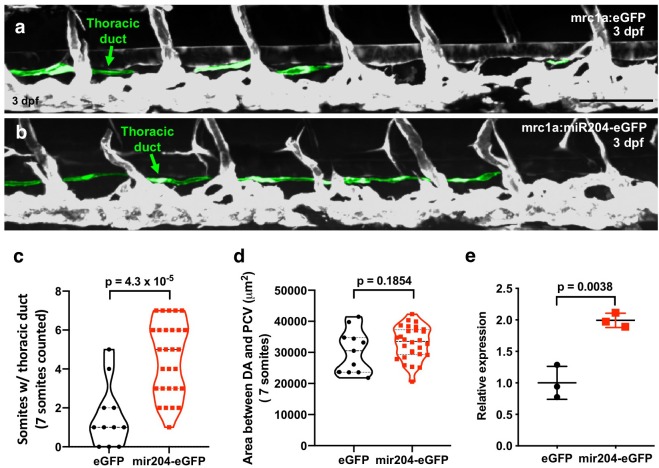
Germline endothelial expression of mir-204 drives precocious lymphatic development. (**a,b**) Representative confocal images of mid-trunk of 3 dpf of (**a**) *Tg(mrc1a:eGFP)* or (**b**) *Tg(mrc1a:mir204-eGFP)*. The thoracic duct is pseudocolored in green, with other vessels in gray. (**c**) Quantification of thoracic duct formation in animals as in panels a and b. The number of somitic segments with an intact thoracic duct was counted, with the same seven mid-trunk somites measured in each animal. (**d**) Quantification of the area between the dorsal aorta (DA) and posterior cardinal vein (PCV) in animals as in panels a and b, as an indicator of developmental timing. (**e**) Quantitation of mir-204 level measured by TaqMan qPCR from whole embryo at three dpf. All graphs are analyzed by t-test and the mean ± SD is shown.

To further confirm the endothelial cell autonomous role of miR-204 in lymphatic development, we examined whether endothelial specific miR-204 expression could also rescue the loss-of-lymphatic phenotype in mir-204-deficient animals. Since the transgene construct was generated using *mir-204–1* genomic sequence, MO2 (which specifically targets mir-204–2) does not affect its function (Figure 2 and Figure 2—figure supplement 2a). Combined loss of mir-204–1 and mir-204–2 is sufficient for the full miR-204 lymphatic phenotype (Figure 2—figure supplement 2, Figure 3, Figure 4e). MO2-injected *mir-204–1^-/-^* embryos showed strong suppression of thoracic duct formation (Figure 4e,h,k), but this was rescued by co-injection of the mrc1a:miR204-eGFP transgene (Figure 4f,g,i,j,k), with stronger ‘rescue’ noted in animals with a higher mosaic contribution from the transgene (Figure 4g,j,k). Together, these data indicate that endothelial-autonomous miR-204 function is required for developmental lymphangiogenesis.

### NFATC1 is a conserved target of miR-204

Based on our observation that this microRNA plays an important role during lymphatic development, we began a search for potential miR-204 target genes required for developmental lymphangiogenesis. We (i) began with a list of human genes previously implicated in lymphatic development, then (ii) bioinformatically identified which genes in this set had potential miR-204 target sites using TargetScan (Agarwal et al., 2015), and then (iii) bioinformatically identified which of these genes also had corresponding zebrafish orthologs with potential miR-204 target sites (in order to ensure that we were looking at key, conserved targets that we could functionally study in both human cell culture and in zebrafish (Supplementary file 1). The Nuclear Factor of Activated T Cells 1 (NFATC1) gene immediately came to our attention as a strong candidate meeting these criteria.

NFATC1 is expressed in developing lymphatic endothelial cells and genetic ablation of Nfatc1 in mice causes abnormal lymphatic vessel patterning and lymphatic hyperplasia (Norrmén et al., 2009). Human NFATC1 contains a putative miR-204 binding site in its 3’UTR (Figure 5a). The NFATC1 3′UTR was cloned downstream of a luciferase reporter and this plasmid DNA construct was co-transfected into HEK293 cells together with either miR-204 or (as a negative control) miR-126. Luciferase reporter activity was significantly suppressed in the presence of miR-204 but not in the presence of the miR-126 control (Figure 5b). To confirm the specificity of NFATC1 miR-204 target site recognition, we mutated four nucleotides in the seed binding sequence of the NFATC1 3’UTR (Figure 5a) and demonstrated that this rendered the construct insensitive to suppression by miR-204 (Figure 5b), confirming that this binding site is critical for direct targeting. Overexpression of miR-204 in human LECs suppressed endogenous NFATC1 expression while miR-204 inhibitor (antagomir) increased endogenous NFATC1 expression, showing that miR-204 also regulates endogenous NFATC1 transcript levels in human LEC (Figure 5c). We observed similar regulation of nfatc1 by mir-204 in the zebrafish. Zebrafish *nfatc1* also contains a mir-204 binding site in its 3’UTR (Figure 5d). The activity of a luciferase reporter containing the zebrafish *nfatc1* 3’UTR is also strongly suppressed by miR-204, and this suppression is fully rescued by mutating the seed binding sequence in the nfatc1 3’UTR (Figure 5e). Importantly, mir-204 knockdown using the pan-204 MO (targeting all three zebrafish mir-204s) results in increased levels of endogenous nfatc1 transcript in five dpf zebrafish embryos (Figure 5f). Together, these data demonstrate conserved miR-204-mediated regulation of NFATC1.

**Figure 5.**
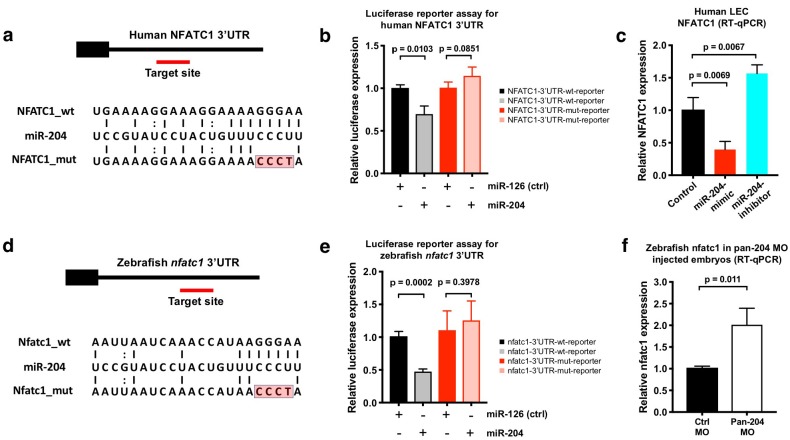
NFATC1 is a conserved target of miR-204. (**a**) Sequence alignment of mature miR-204 (middle line) and its target region in the human NFATC1 3’UTR (top line). A mutant form of the human NFATC1 3’UTR used for the luciferase assay in panel b is also shown (bottom line; four mismatches in the seed binding region are highlighted in red). (**b**) Quantitative luciferase reporter assay using wild type or mutant forms of the human NFATC1 3’UTR transfected into HEK293 cells together with either miR-204 or miR-126 (control). Four biological replicates were analyzed. (**c**) Quantitative TaqMan RT-PCR measurement of relative endogenous NFATC1 transcript levels in human LEC (HMVEC-dLy) transfected with miR-204-mimic or miR-204-antagomir, normalized to control mock transfected levels. (**d**) Sequence alignment of mature miR-204 (middle line) and its target region in the zebrafish nfatc1 3’UTR (top line). A mutant form of the zebrafish nfatc1 3’UTR used for the luciferase assay in panel e is also shown (bottom line; four mismatches in the seed binding region are highlighted in red). (**e**) Quantitative luciferase reporter assay using wildtype or mutant forms of the zebrafish nfatc1 3’UTR co-transfected into HEK293 cells together with either miR-204 or miR-126 (control). Four biological replicates were analyzed. (**f**) Quantitative TaqMan RT-PCR measurement of relative endogenous zebrafish nfatc1 transcript levels in five dpf animals that were injected with either control MO or pan-204 MO. Three biological replicates were analyzed. All graphs are analyzed by t-test and the mean ± SD is shown. 10.7554/eLife.46007.020Figure 5—source data 1.Numerical data for Figure 5.

### Suppression of NFATC1 causes thoracic duct hyperplasia in the zebrafish

As noted above, loss of Nfatc1 in mice is associated with lymphatic hyperplasia (Norrmén et al., 2009). Using two different morpholinos targeting *nfatc1* (splice MO and ATG MO), we show that knockdown of this gene in the zebrafish also causes thoracic duct enlargement, similar to that shown in mice, with no noticeable abnormal blood vessel formation (Figure 6a–e and Figure 6—figure supplement 1a–e). The calcineurin inhibitor cyclosporin A (CsA) blocks signaling downstream from NFAT, and treatment of mice with CsA during embryonic stages phenocopies the lymphatic effects caused by genetic ablation of Nfatc1 (Norrmén et al., 2009). The zebrafish larvae treated with a low doses of CsA (1 ug/mL) also displayed thoracic duct enlargement phenotype observed in nfatc1 MO-injected animals (Figure 6—figure supplement 1f–j). We used CRISPR/Cas9 mutagenesis to generate −8 bp frameshift mutation in the *nfatc1* gene with premature stop codons producing truncated nfatc1 polypeptides lacking key functional domains (Figure 6f). Like nfatc1 morphants and CsA-treated animals, *nfatc1^△8/△8^* mutants also had enlarged thoracic ducts at five dpf (Figure 6g–k). Therefore, consistent with previous data in mice, our results suggest that nfatc1 is required for proper lymphatic development in the zebrafish.

**Figure 6.**
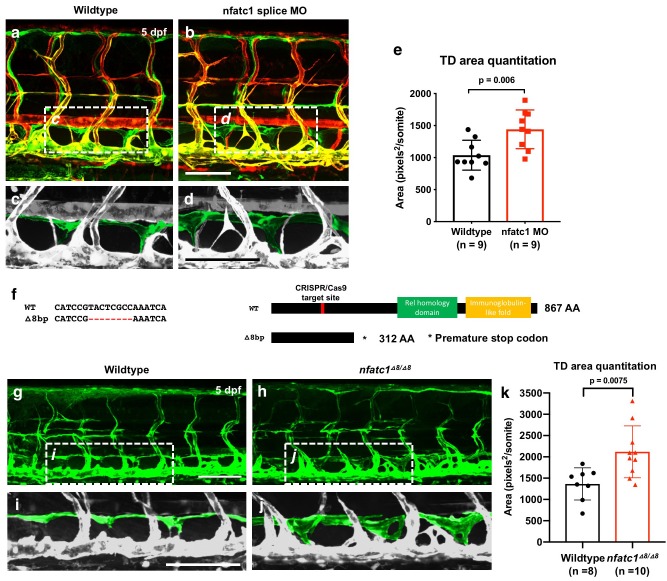
Suppression of Nfatc1 promotes enlargement of the thoracic duct. (**a,b**) Confocal images of the mid-trunk of 5 dpf *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic control MO (**a**) or nfatc1 splice MO (**b**) injected animals. The dashed boxes in panels a and b show the areas magnified in panels c and d, respectively. (**c,d**) Magnified images from panels a and b, with the thoracic duct pseudocolored in green and other vessels in gray. (**e**) Quantitation of thoracic duct size measured as the area encompassed by the thoracic duct in confocal images of the same seven mid-trunk somitic segments in five dpf wildtype (n = 9) and nfatc1 MO-injected (n = 9) animals. (**f**) Sequence alignment of wildtype and *nfatc1^△8/△8^* mutant genomic DNA. Schematic of nfatc1 protein domains, CRISPR target site, and truncated mutant nfatc1 polypeptides. (**g,h**) Confocal images of the mid-trunk of 5 dpf *Tg(mrc1a:eGFP)^y251^* wildtype (**g**) or *nfatc1^△8/△8^* mutant (**h**) animals. (**i,j**) Magnified images from panels g and h, with the thoracic duct pseudocolored in green and other vessels in gray. (**k**) Quantitation of thoracic duct size measured as the area encompassed by the thoracic duct in confocal images of the same seven mid-trunk somitic segments in five dpf wildtype (n = 8) and *nfatc1^△8/△8^* mutant (n = 10) animals. Rostral is to the left in all images. Scale bar = 100 μm (**b,d,g,i**). All graphs are analyzed by t-test and the mean ± SD is shown. 10.7554/eLife.46007.023Figure 6—source data 1.Numerical data for Figure 6 and Figure 6—figure supplement 1.

**Figure 6—figure supplement 1.**
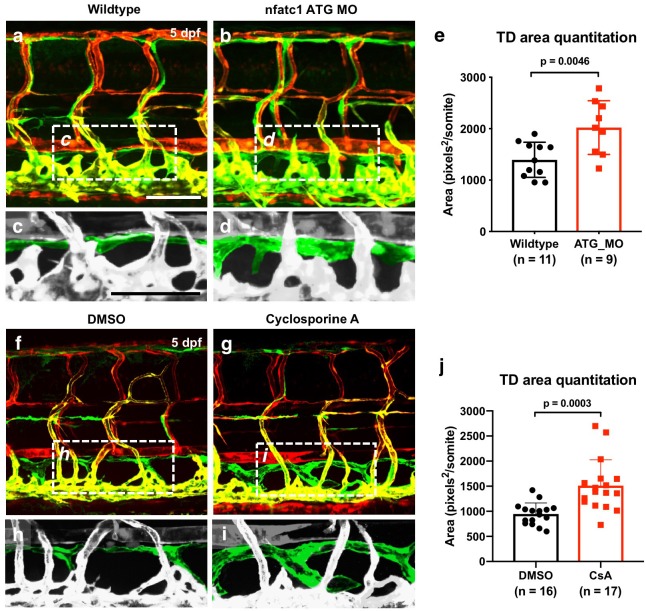
Suppressing nfatc1 promotes thoracic duct enlargement. (**a,b**) Confocal images of the mid-trunk of 5 dpf *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* control (**a**) and nfatc1 ATG MO-injected (**b**) animals. The dashed boxes in panels a and b show the areas magnified in panels c and d, respectively. (**c,d**) Magnified images from panels a and b, with the thoracic duct pseudocolored in green and other vessels in gray. (**e**) Quantitation of thoracic duct size measured as the area encompassed by the thoracic duct in confocal images of the same seven mid-trunk somitic segments in five dpf wildtype (n = 11) and nfatc1 MO-injected (n = 9) animals. (**f,g**) Confocal images of the mid-trunk of 5 dpf DMSO (**f**) and cyclosporine A (**g**) treated animals. The dashed boxes in panels f and g show the areas magnified in panels h and i, respectively. (**h,i**) Magnified images from panels f and g, with the thoracic duct pseudocolored in green and other vessels in gray. (**j**) Quantitation of thoracic duct size measured as the area encompassed by the thoracic duct in confocal images of 7 somitic segments from five dpf DMSO (n = 16) and cyclosporine A (n = 17) treated animals. All images are lateral views, rostral to the left. Scale bar: 100 μm (**a,c**). All graphs are analyzed by t-test and the mean ± SD is shown.

### Suppression of nfatc1 rescues lymphatic development in mir-204-deficient zebrafish

The results above suggest that increased expression of nfatc1 might be at least partially responsible for the defects in lymphatic vessel development in mir-204-deficient animals. To test this idea, we examined whether lymphatic vessel formation in mir-204-deficient animals could be ‘rescued’ by nfatc1 knockdown. As already described above, pan-204 MO-injected animals fail to form the thoracic duct (Figure 7a,b,d,e,j) and dorsal longitudinal lymphatic vessel (DLLV) in the trunk (Figure 7a,b,g,h,k). However, in animals co-injected with both pan-204 MO and nfatc1 splice MO, formation of the thoracic duct is largely restored (Figure 7c,f,j), as is the formation other lymphatic vessels including the DLLV and intersegmental lymphatics (ISLV) (Figure 7c,i,k). These results suggest that abnormal lymphatic vessel development in mir-204 deficient animals can be substantially rescued by suppressing nfatc1 expression. Based on all of our findings, we propose that a proper balance between mir-204 and nfatc1 is critical for proper lymphatic vessel development, with loss of either mir-204 or nfatc1 causing defects in lymphatic vessel formation (Figure 7l).

**Figure 7.**
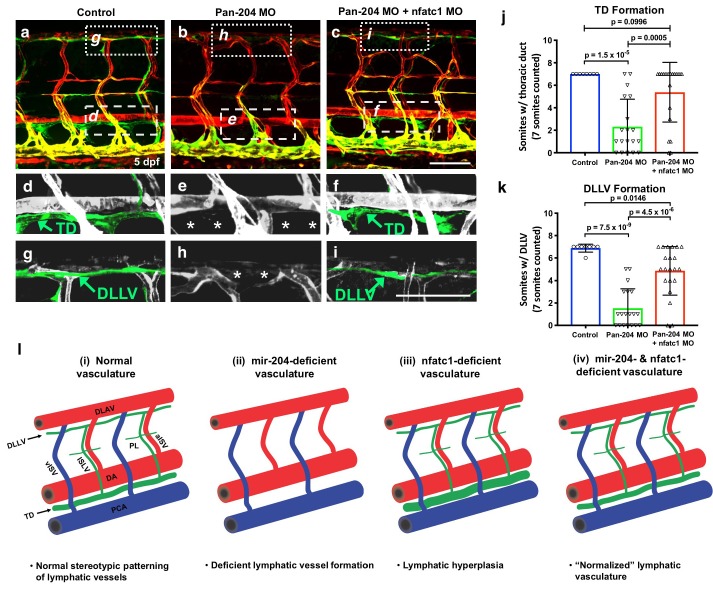
Suppression of nfatc1 rescues the lymphatic defects in mir-204-deficient animals. (**a–c**) Confocal images of the mid-trunk of 5 dpf control (**a**) pan-204 MO-injected (**b**) or pan-204 MO and nfatc1 splice MO co-injected (**c**) animals. White dotted boxes in panels a-c show areas magnified in panels d-f, respectively, while white dashed boxes show areas magnified in panels g-i, respectively. (**d–f**) Magnified images from panels a-c with the thoracic duct (TD) pseudocolored in green and other vessels in gray. The TD is labeled, and the absence of the TD is noted with asterisks. (**g–i**) Magnified images from panels a-c with the dorsal longitudinal lymphatic vessel (DLLV) pseudocolored in green and other vessels in gray. The DLLV is labeled, and the absence of the DLLV is noted with asterisks. (**j**) Quantification of thoracic duct (TD) formation in five dpf control (n = 8), pan-204 MO-injected (n = 19), or pan-204 MO and nfatc1 splice MO co-injected animals (n = 21). A total of 7 mid-trunk somitic segments were scored in each animal for the presence or absence of an intact TD. (**k**) Quantification of dorsal longitudinal lymphatic vessel (DLLV) formation in five dpf control (n = 8), pan-204 MO-injected (n = 19), or pan-204 MO and nfatc1 splice MO co-injected animals (n = 21). A total of 7 mid-trunk somitic segments were scored in each animal for the presence or absence of an intact DLLV. (**l**) Schematic diagrams illustrating five dpf zebrafish trunk lymphatic vessels present in (**i**) normal control, (ii) mir-204 deficient, (iii) nfatc1-deficient, and (iv) mir-204- and nfatc1-deficient animals. Suppression of mir-204 leads to loss of lymphatic vessels (ii), while nfatc1 deficiency causes lymphatic (thoracic duct) hyperplasia (iii). The lymphatic defects in mir-204 deficient animals can be rescued by simultaneous suppression of nfatc1 (iv). All images are lateral views of *Tg(mrc1a:eGFP)^y251^, Tg(kdrl:mCherry)^y171^* double-transgenic animals, rostral to the left. Scale bar = 100 μm (**c,i**). All graphs are analyzed by t-test and the mean ± SD is shown. 10.7554/eLife.46007.025Figure 7—source data 1.Numerical data for Figure 7.

## Discussion

Although transcriptional programs directing lymphatic vessel formation have been described in recent years (Wigle and Oliver, 1999; Dumont et al., 1998; Karkkainen et al., 2004; François et al., 2008; Srinivasan et al., 2010; Yuan et al., 2002; Uhrin et al., 2010; Hogan et al., 2009; Kulkarni et al., 2009; Sweet et al., 2015; Bui et al., 2016; Cho et al., 2019), the post-transcriptional steps that help to refine this tightly regulated process remain largely unexplored. In this study, we identified LEC-enriched microRNAs by comparing the small RNA profiles of human primary blood (HUVEC) or lymphatic (HMVEC-dLy) endothelial cells. Both of these cells have been previously well-validated as having representative blood endothelial cell (BEC) and or lymphatic endothelial cell (LEC) gene expression profiles (Leslie Pedrioli et al., 2010; Dunworth et al., 2014), and we confirmed that they have appropriate differential expression of well-characterized markers of blood and lymphatic endothelial identity. The majority of the 30 highly significantly LEC-enriched microRNAs we identified were specific to mammals, with only seven microRNAs conserved in other vertebrate species. This suggests that most of these LEC microRNAs have diverged and/or evolved for mammalian-specific functions. The most highly LEC-enriched microRNA was miR-204, a microRNA with 100% sequence identity across a broad swath of vertebrate species (Figure 2—figure supplement 2a), suggesting it plays an important conserved role during lymphatic development. In addition to miR-204 and a number of other newly identified LEC-enriched microRNAs, we also uncovered microRNAs such as miR-326, miR-139, miR-338, miR-148a, and miR-30d that had been previously reported to be LEC-enriched (Leslie Pedrioli et al., 2010). 

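All 5 of these microRNAs were among the 30 LEC-enriched microRNAs. Their ratios of LEC over BEC were 6.54 for miR-326, 5.84 for miR-139-5p, 5.20 for miR-338-5p, 5.15 for miR-148a-3p and 4.90 for miR-30d-5p, which ranked between 17 and 26 of all listed microRNAs. Over all microRNAs, the largest recomputed FDR of the 5 was 0.00285. Adjusted over the list alone, 5 of the 5 had a value under 0.01, the largest being 0.000359. The paper chose this list on the same libraries, so the second adjustment is not independent evidence. Their levels differed widely. In the authors' deposited table, miR-30d-5p had a mean of 1286 CPM in LEC and 262 CPM in BEC, whereas miR-338-5p had 11.0 CPM in LEC and 2.12 CPM in BEC. With 5 CPM added to both means, miR-326 and miR-338-5p were no longer over 4-fold. The opposite arm of the hairpin differed less where it was listed, with ratios of 3.13 for miR-148a-5p, 1.47 for miR-139-3p and 1.26 for miR-30d-3p.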

Intriguingly, miR-204 was not identified in the previous study by Pedrioli et al, despite its being the most highly enriched lymphatic microRNA in our study, while the most enriched LEC microRNA reported by Pedrioli et al, miR-95, was excluded from our analysis due to a low number of sequence reads. 

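No arm of miR-95 is among the microRNAs in the authors' deposited table, which starts after the filter, so the level of miR-95 in LEC and BEC was not analysed here. Among the microRNAs listed, the lowest mean in the authors' deposited table was 3.22 CPM in LEC and 1.29 CPM in BEC.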

The reasons for the disparate results obtained from our data set and that of Pedrioli et al. are not clear, but they may reflect differences in the starting material for sequencing, the profiling methods used, or the bioinformatic tools and filters employed. We would note that out study used three biological replicates for both the LEC and BEC sequencing, and that we sequenced to a relatively high depth and applied very stringent filtering to our data set. Our FACS sorting data confirmed very strong enrichment of miR-204 in zebrafish lymphatic vs. blood endothelial cells. Although we were not able to detect this microRNA in zebrafish using previously reported whole mount in situ hybridization methods (Wienholds et al., 2005), detection of microRNAs in zebrafish using this method is difficult and frequently unsuccessful, especially for mid- or low-copy microRNAs (Koshiol et al., 2010).

The remarkable evolutionary conservation of the miR-204 sequence throughout the vertebrates suggests that this microRNA likely plays an important conserved function. Indeed, our zebrafish findings show that suppression of mir-204 leads to strong defects in developmental lymphangiogenesis. Although the sequence of mature zebrafish mir-204 is identical to human miR-204, human miR-204 is encoded by only a single locus in intron 6 of the TRPM3 gene, while zebrafish mir-204 is encoded by three separate loci within the introns of the *trpm3, trpm1a,* and *trpm1b* genes. Interestingly, however, the mammalian *TRPM1* gene has a related microRNA encoded within a similar intron to zebrafish *trpm1a* and *trpm1b,* that may have evolved from mir-204. We demonstrated the essential role of miR-204 in developmental lymphangiogenesis using multiple complementary loss-of-function approaches, including (i) a ‘pan-204’ morpholino targeting the mature mir-204 sequence produced by all three zebrafish mir-204 loci, (ii) morpholinos individually targeting sequences required for the maturation of each of the three zebrafish mir-204’s (MO1, MO2, and MO3), and (iii) a CRISPR-Cas9-generated genetic mutant ablating the *mir-204–1* locus, which caused a lymphatic defect in combination with MO2 (targeting miR-204–2). Our results revealed that treatments that target at minimum *mir-204–1* and *mir-204–2* result in comparable dramatic loss-of-lymphatic phenotypes, including loss of the parachordal line at three dpf and loss of the thoracic duct and other trunk lymphatic vessels at five dpf.

Our endothelial-specific transgenic miR-204 expression experiments confirm the important role of miR-204 in lymphatic development in the zebrafish, and further indicate that this role reflects endothelial-autonomous function of this microRNA. Wild type animals injected with mrc1a:mir204-1-eGFP transgene display precocious thoracic duct development, as do germline transgenic animals carrying the transgene inserted into the genome. Importantly, the mrc1a:mir204-1-eGFP transgene also ‘rescues’ thoracic duct formation when introduced into miR-204–1^-/-^ mutants injected with MO2 (targeting miR-204–2) that would otherwise lack lymphatics, demonstrating that re-introduction of miR-204 exclusively in the endothelium is sufficient to restore normal lymphatic development in miR-204-deficient animals. Despite all of these interlocking findings strongly arguing for a key role for miR-204 in lymphatic development, triple mutants disrupting all three zebrafish miR-204 loci do not display a significantly measurable lymphatic defect. Although the reasons for this are unclear, there is precedent in the literature for zebrafish microRNA mutants failing to exhibit the full phenotypes noted in microRNA knockdown studies. Suppression of the evolutionarily conserved endothelial-enriched microRNA mir-126 causes blood vessels defects in mir-126 morpholino-injected animals (Fish et al., 2008) (Zou et al., 2011), although lower dose morpholino injections cause mainly lymphatic defects with relatively minor effects on blood vessels (Chen et al., 2016). Interestingly, mir-126 mutant zebrafish also lack the vascular phenotype described in the previous morpholino studies and display only the defects in lymphatic vessel development seen with partial knockdowns (Kontarakis et al., 2018), suggesting compensation may be taking place in miR-126 mutants.

In addition to uncovering an important function for miR-204, our study also identified a key downstream target of miR-204 regulation during lymphangiogenesis. Previous studies have shown that the Nuclear Factor of Activated T-cells (NFAT) protein family member NFATC1 is important for lymphatic vessel development (Norrmén et al., 2009; Kulkarni et al., 2009). Nfatc1 is co-expressed with Prox1-, Vegfr3-, and Pdpn-positive LEC progenitors originating from the cardinal vein indicating their potential involvement in lymphatic specification, and Nfatc1 null mice develop lymphatic hyperplasia suggesting a role in lymphatic maturation (Norrmén et al., 2009; Kulkarni et al., 2009). Consistent with these previous data, we showed that nfatc1 mutation, nfatc1 knockdown, or pharmacologically blocking nfatc1 activity results in similar lymphatic enlargement in the zebrafish. We identified NFATC1 as a probable miR-204 target based on conserved miR-204 binding sites in the 3’ UTRs of both human and zebrafish NFATC1 transcripts and the expression of NFATC1 was suppressed by miR-204 mimic and increased by miR-204 antagomir in human LECs. We were able to verify targeting of the NFATC1 3’ UTR by miR-204 using firefly/renilla dual luciferase NFATC1 3’ UTR reporter assays, and demonstrate up-regulation of zebrafish nfatc1 upon mir-204 knockdown, confirming that miR-204 suppresses NFATC1 levels in vivo. Finally, we showed that knocking down nfatc1 could rescue lymphatic development in mir-204-deficient zebrafish, suggesting that balanced expression of mir-204 and nfatc1 is critical for proper developmental lymphangiogenesis.

Since microRNAs often regulate many targets, and miR-204 does have potential target binding sites in other genes, further investigation will be required to characterize some of these additional genes and determine whether some of the lymphatic effects of miR-204 are mediated via regulation of other targets in addition to nfatc1. Nevertheless, since (i) NFATC1 has already been shown to play an important role in lymphangiogenesis in mammals, (ii) suppression of nfatc1 in the zebrafish causes lymphatic hyperplasia, and (iii) nfatc1 knockdown effectively rescues the effects of miR-204 knockdown, our results suggest that nfatc1 is a major, key downstream target regulated by miR-204 in developing lymphatic endothelial cells.

In summary, our work establishes an important role for miR-204 in regulating lymphatic vascular network formation during embryonic development via modulation of its conserved target NFATC1. Our findings provide important new insight into the role of lymphatic-enriched microRNAs during developmental lymphangiogenesis, and by unveiling microRNA-regulated pathways provide new opportunities to understand lymphatic development and associated disorders.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. rerio*)	Tg(mrc1a:eGFP^y251^; kdrl:mCherry^y171^)	PMID: 28506987	ZFIN ID: ZDB-TGCONSTRCT-170717–2	
Genetic reagent (*D. rerio*)	Tg(mrc1a:eGFP^y251^)	PMID: 28506987	ZFIN ID: ZDB-TGCONSTRCT-170717–2	
Genetic reagent (*D. rerio*)	Tg(mrc1a:mir204-eGFP)	This paper		
Genetic reagent (*D. rerio*)	mir-204–1^-/-^; mir-204–2^-/-^; mir-204–3^-/-^	This paper		
Genetic reagent (*D. rerio*)	nfatc1^△8/△8^	This paper		
Cell line (*H. sapiens*)	HMVEC-dLy	Lonza	Cat# CC-2812	
Cell line (*H. sapiens*)	HUVEC	GIBCO	Cat# C-003–5C	
Cell line (*H. sapiens*)	HEK293	ATCC	Cat# CRL-1573 RRID:CVCL_0045	
Recombinant DNA	pME-mir204	This paper		Used pME-miR for backbone vector (PMID: 2914488)
Recombinant DNA	mrc1a:mir204-eGFP	This paper		
Recombinant DNA	mrc1a:mir204(4 bp_seed_mut)-eGFP	This paper		
Recombinant DNA	psiCheck2- hNFATC1-3’UTR	This paper		Used for luciferase assay
Recombinant DNA	psiCheck2-hNFATC1-3’UTR_4 bp_mut	This paper		Used for luciferase assay
Recombinant DNA	psiCheck2-zNFATC1-3’UTR	This paper		Used for luciferase assay
Recombinant DNA	psiCheck2-zNFATC1-3’UTR_4 bp_mut	This paper		Used for luciferase assay
Sequence-based reagent	Cloning primers	This paper		See Supplementary file 2a for sequence information
Sequence-based reagent	Morpholinos	This paper		See Supplementary file 2b for sequence information
Sequence-based reagent	gRNAs	This paper		See Supplementary file 2c for sequence information
Sequence-based reagent	hsa-miR-204–5 p mimic	Thermo Fisher Scientific	Cat# MC11116	
Sequence-based reagent	hsa-miR-204–5 p inhibitor	Thermo Fisher Scientific	Cat# MH11116	
Sequence-based reagent	hsa-miR-126–3 p mimic	Thermo Fisher Scientific	Cat# MC12841	
Chemical compound, drug	Cyclosporine A	Sigma-Aldrich	Cat# PHR1092	
Septide, recombinant protein	EnGen Lba Cas12a (Cpf1)	New England Biolabs	Cat# M0653T	
Software, algorithm	ImageJ	ImageJ (http://imagej.nih.gov/ij/)	RRID:SCR_003070	
Software, algorithm	Imaris	Bitplane	RRID:SCR_007370	
Software, algorithm	Adobe Photoshop	Adobe	RRID:SCR_014199	
Software, algorithm	NIS-Elements	Nikon	RRID:SCR_014329	
Software, algorithm	GraphPad Prism	GraphPad Prism (https://graphpad.com)	RRID:SCR_015807	

### Zebrafish and drug treatment

Zebrafish husbandry and research protocols were reviewed and approved by the NICHD Animal Care and Use Committee at the National Institutes of Health (Animal Research Assurance Number: A4149-01). All animal studies were carried out according to NIH-approved protocols (Animal Study Proposal: #18–015), in compliance with the *Guide for the Care and use of Laboratory Animals*. Zebrafish were maintained and zebrafish experiments were performed according to standard protocols (Westerfield, 2000). The *Tg(mrc1a:eGFP)^y251^;Tg(kdrl:mCherry)^y171^* double transgenic line was used in this study (Jung et al., 2017). For nfatc1 inhibition, 24 hpf embryos were dechorinated and incubated in 1 ug/mL cyclosporine A (CsA) or DMSO for 4 days and the animals imaged at five dpf.

### Transgenic constructs and animals

The *Tol2(mrc1a:mir204-eGFP)* venous/lymphatic endothelial autonomous expression construct was generated using Tol2kit components with Gateway Technology (Kwan et al., 2007). To make a *mir-204* middle entry cassette for the overexpression construct, we used pME-miR, containing an partial EF1alpha gene exon 1, intron 1, and exon 2 (Nicoli et al., 2010). A 1 kb genomic DNA sequence from intron 5 of the *trpm3* gene harboring the *mir-204–1* precursor was amplified by PCR and subcloned into the multiple cloning site located in EF1alpha intron 1 of pME-miR using Kpn1 and EcoR1, to generate pME-mir204. To generate the final venous/lymphatic endothelial autonomous mir-204 expression construct, we combined p5E-mrc1a (Jung et al., 2017), pME-mir204, p3E-EGFPpA (Kwan et al., 2007), and pDestTol2pA (Kwan et al., 2007). Mutations in the miR-204 seed sequence were generated using the QuikChange site-directed mutagenesis kit (Stratagene, La Jolla, CA) and the sequences were confirmed by DNA sequencing. The DNA construct was microinjected into one-cell stage zebrafish embryos to generate transgenic insertions. Injected animals were either analyzed during early development or raised to adulthood and their progeny screened for germline transmission and expression of the transgene. All oligos used for cloning are listed (Supplementary file 2a).

### Flow cytometry

All embryos subjected to FACS sorting were raised in E3 medium. five dpf *Tg(mrc1a:egfp)^y251^, Tg(kdrl:mcherry)^y171^* double transgenic zebrafish were anesthetized with MS-222 and washed with 1X PBS (pH 7.4, without Ca^2+^ and Mg^2+^) three times. Animals were deyolked by gentle pipetting in yolk dissociation solution (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO_3_). Cells were then dissociated by gentle pipetting in 0.25% trypsin-EDTA and 50 mg/mL collagenase solution. Dissociated cells were passed though 70 μm filter and centrifuged at 4000 rpm for 5 min at room temperature. Cells were washed and resuspended with 1X PBS. Fluorescent cell sorting was performed on a BD FACS ARIA (Becton Dickinson, Franklin Lakes, NJ). Isolated GFP+, mCherry+, and double positive cells were pelleted at 2,500 rpm for 5 min.

### Morpholino injections

All morpholinos (MOs) used in this study were acquired from Gene Tools. The nfatc1 splice MO sequence was described in a previous study (Tijssen et al., 2011). MOs were injected into one cell stage *Tg(mrc1a:egfp)^y251^, Tg(kdrl:mcherry)^y171^* double transgenic zebrafish embryos (Jung et al., 2017). Injected embryos were allowed to develop at 28.5°C before being imaged at the desired stage. Morpholino doses used were determined by performing dose curves to establish the optimal dose to minimize off-target effects. The doses used in this study were 0.5 ng for all mir-204 MOs (pan-204, MO1, MO2, and MO3), 3 ng for nfatc1 splice MO, and 7.5 ng for nfatc1 ATG MO. All morpholino sequences are listed (Supplementary file 2b).

### Genome editing

CRISPR genome editing technology was used to generated miR-204 mutants. In order to use the most efficient editing by finding the optimal protospacer adjacent motif (PAM) sequence, Cas9 was used to target *dre-miR-204–1* and Cpf1 (Cas12a) was used to target *dre-miR-204–2* and *dre-miR-204–3.* The codon-optimized Cas9 plasmid pT3TS-nls-zCas9-nls was used as template to in vitro transcribe Cas9 mRNA (Jao et al., 2013) and we used commercially available Cpf1 protein (New England Biolabs) as described (Fernandez et al., 2018; Moreno-Mateos et al., 2017). Single guide RNAs (sgRNAs) were designed to target each precursor *mir-204* sequence using CRISPRscan (www.crisprscan.org) (Moreno-Mateos et al., 2015). The sgRNA for *mir-204–1* was in vitro synthesized using T7 promoter, and sgRNAs for *mir-204–2* and *mir-204–3* were obtained from Integrated DNA Technologies (IDT). Fluorescence PCR was performed using AmpliTaq Gold DNA polymerase (Life Technologies) with M13F primer with fluorescence tag (6-FAM), amplicon-specific forward primer with M13 forward tail (5’-TGTAAACGACGGCCAGT-3’) and 5’PIG-tailed (5’-GTGTCTT-3’) amplicon-specific reverse primer for genotyping to identify alleles that contain a large deletion on the seed sequence of mir-204 (Varshney et al., 2015). An ABI 3730 Genetic Analyzer Avant (Thermofisher) was used to analyze the PCR products. All oligos used for genome editing are listed (Supplementary file 2c).

### Cell culture and transfection

HMVEC-dLy (Lonza), HUVEC (GIBCO), and HEK293 (ATCC) were purchased and no evidence of *Mycoplasma* contamination was found. HMVEC-dLy cells (Lonza) were cultured in EGM-2 MV BulletKit (Lonza, CC-3202) that contains hEGF, hydrocortisone, GA-1000, FBS, VEGF, hFGF-B, R^3^-IGF-1, and ascorbic acid. HUVECs (Lonza) were cultured in bovine hypothalamus extract, 0.01% Heparin and 20% FBS in M199 base media (Gibco) on 1 mg/mL gelatin-coated tissue culture flasks. HEK293 cells were cultured in Advanced DMEM supplemented with 10% FBS and antibiotics. Transfection was performed using Lipofectamine 2000 (Invitrogen).

### RNA isolation, small RNA-seq, and TaqMan PCR

RNA isolation was performed using the mirVana kit (Life Technoloiges). A NanoDrop ND-100 spectrophotometer (Nanodrop Technology Inc), Qubit 2.0 fluorometer (Life Technologies Inc) and Agilent 2100 bioanalyzer (Aglient) were used to analyze RNA quantity and quality. Small RNA sequencing was performed by ACGT, Inc. Three biological samples were subjected to analysis. Briefly, libraries were prepared using the Illumina TruSeq Small RNA Sample Preparation Kit, then sequenced on a NextSeq 500 Illumina instrument, generating 50 bp single end reads. Data was analyzed using PartekFlow analysis software (Partek, Inc). The sequence reads were trimmed to remove the following adapters: GTTCAGAGTTCTACAGTCCGACGATC (from the 5’ end) and TGGAATTCTCGGGTGCCAAGG (from the 3’ end). Then, the bases at the end of the sequences with quality less than 20 were removed. The remaining sequences were aligned to the human genome browser (hg38) and miRbase mature microRNA version 22 using Bowtie. The data was filtered for the counts smaller than 10 in 50% of samples, and used CPM (counts per million) for normalization. Differential expression was analyzed by Partek GSA algorithm. All supplies for TaqMan microRNA/gene assays were purchased from Life Technologies, and qPCR was performed using a CFX96 (BioRad). The mature microRNA sequences of all three zebrafish mir-204s are identical and could therefore be detected using a common mir-204 TaqMan assay. 18S rRNA (for human cells) and ef1a (for zebrafish cells) were used for internal controls for mRNAs, and U6 snRNA or mir-126 was used as an internal control for microRNAs.

### Luciferase reporter assay

The human NFATC1 3’UTR was PCR amplified from cDNA generated from human LEC RNA, and the zebrafish nfatc1 3’UTR from zebrafish embryo RNA. 3’UTR sequences were cloned downstream from the *renilla* luciferase gene using the XhoI and NotI sites in the psiCHECK-2 vector (Promega, Madison, WI). This vector also contains a *firefly* luciferase gene driven by an independent protomer, which serves an internal control for the assay. Mutations in the miR-204 binding sites were generated using the QuikChange site-directed mutagenesis kit (Stratagene, La Jolla, CA) and the mutated sequences were confirmed by DNA sequencing. All the primers used for generating luciferase constructs are listed (Supplementary file 2a). HEK293 cells transfected with luciferase reporters and microRNA mimics were harvested after 24 hr. A dual luciferase reporter assay system was used to determine luciferase levels (Promega, Madison, WI).

### Imaging methods

Embryos were anesthetized using 1x tricaine and mounted in 0.8–1.5% low melting point agarose dissolved in embryos media and mounted on a depression slide (Jung et al., 2016). Time-lapse imaging was performed ~20 hr with image stacks acquired every 8 min. Confocal fluorescence imaging was performed with a Nikon Yokogawa CSU-W1 spinning disk confocal microscope. The images were analyzed using ImageJ (Schindelin et al., 2012), Imaris 7.4 (Bitplane), Adobe Photoshop (Adobe), and NIS-Elements (Nikon) software.

### Statistical analysis

Statistical significance was determined by using Student’s t-test as indicated in the corresponding figure legends. At least three biological replicates per condition were used for quantitation. A biological replicate is defined as individual embryos or an independent culture of cells. The number of replicates are indicated in the figures or the legends. All quantitative data was analyzed used GraphPad Prism and Student’s t-test.

Conflict-of-interest disclosure: The authors declare no competing financial interests.

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supporting files. Source data files have been provided for all the figures. Sequencing data have been deposited in GEO under accession codes GSE126679. The following dataset was generated: HyunMin JungBrantWeinstein2019MicroRNA expression in human lymphatic endothelial cells (LEC) and blood endothelial cells (BEC)NCBI Gene Expression OmnibusGSE126679

How the deposited data were processed for this re-analysis (not part of the article)

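Small RNA from 3 HMVEC-dLy (LEC) and 3 HUVEC (BEC) samples was sequenced. According to the paper's methods, the authors trimmed the reads, aligned them with Bowtie to hg38 and to the mature microRNAs of miRBase, removed microRNAs with counts below 10 in 50% of the samples, normalized to CPM and compared the cell types with the GSA algorithm of Partek Flow. The version of the aligner and the number of mismatches it allowed are not stated in the paper's text.

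The authors deposited one table of 445 microRNAs with 9 columns. The authors' mean CPM of each cell type is a mean over the libraries of a group. The column headed as total counts does not hold raw counts: in the deposited table it equals 3 times the sum of both means for each microRNA. The deposited ratio equals the mean CPM in LEC over that in BEC. The deposited fold change is a signed score, which is the ratio where LEC is higher and minus its reciprocal where BEC is higher. The deposited p-value is that of the Partek GSA algorithm, and the deposited FDR is its step-up adjustment over the 445 microRNAs.

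From these values, the ratio and its log2 were recomputed for each microRNA, and the FDR was recomputed with the Benjamini-Hochberg procedure. A microRNA was called different when the p-value and the recomputed FDR were both under 0.01, and enriched when its ratio was over 4 in either direction, as in the paper. A test across libraries with limma had been planned for the case of CPM per library. The table holds group means, so no test between the cell types was run here, and the p-values are the authors'. No standard deviation, leave-one-out fit or split of the libraries was computed, and the depth of each library is not known.

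The microRNAs named in the text are those that the paper names for the sequencing and the 5 with the largest ratio in each direction among those called different. The planned condition that every library of one group lie above every library of the other could not be applied to group means. Other microRNAs were named after their values were seen, as members of a hairpin or cluster or for a low value.

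MicroRNA names were matched to hairpin genes through the symbols and synonyms of RefSeq for GRCh38.p14, and their positions and sequences were taken from GENCODE release 44 and the GRCh38 genome, the build the paper names as hg38. Of 1850 miRNA genes in both annotations, 1841 had the same start and end. A hairpin was found for 438 of the 445 microRNAs. For names that give an arm, the 5p or 3p side of the hairpin, up to 6 bases past its middle, was compared. For names without an arm, the whole hairpin was compared. The sequence was set against other hairpins and annotated rRNA, tRNA, snRNA, snoRNA, scaRNA, Y, 7SK, 7SL, vault and mitochondrial RNA genes and the 45S rRNA genes. A match was 18 bases in a row. The list of structural RNAs was changed during the work. Of the genes annotated as misc_RNA, those other than Y, 7SK, 7SL and vault RNA were left out after the first matches were seen. The 45S genes were limited to their sense strand after the first test results were seen. The tRNA genes were compared on both strands.

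The microRNAs of the imprinted 14q32 cluster were those from the start of MEG3 to the end of MIR656 on the plus strand. The set was first taken as the plus strand of chromosome 14 from 100 to 102 Mb, which held 64 arms, and was redefined after its result was seen because 2 of them lie outside the cluster. Their set test was camera of limma 3.58.1 in R 4.3.3, with a preset correlation of 0.01, on z-scores made from the authors' p-values and the direction of the ratio. The planned second set test, fry, needs values per library and was not run. Lists were also compared with 10000 random lists matched on mean level. Permutation tests used 100000 permutations and were two-sided, except that of neighbouring hairpins, which was one-sided. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0 were used.

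The procedures were tested on simulated data. With 200 of 445 simulated microRNAs changed, the Benjamini-Hochberg step called 200 of the changed and 1 of the unchanged microRNAs. The permutation test of medians called 10 of 200 simulated lists of 30 microRNAs without a shift and 200 of 200 with a shift. The set test called 13 of 1000 random sets and 1000 of 1000 shifted sets. The simulated values were independent of one another, so this does not show how the test behaves for a set whose members vary together.

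Alternatives were another scaling, another constant added to both means, a minimum mean level, an FDR threshold of 0.05 and a 2-fold threshold. With no spread between replicates, the ratio of miR-204-5p was taken as moved when it changed by more than 1.5 times. The quantitative RT-PCR, zebrafish and luciferase experiments were not analysed here.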

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

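The tests of scaling, of the other hairpin arm and of the chromosome 21 and 19 hairpins were chosen only after the ratios were seen. Both results below concern microRNAs enriched in BEC that the paper lists but does not discuss.

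miR-335-5p had the smallest p-value in the authors' deposited table, 3.497e-10, ahead of miR-204-5p. Its log2 ratio of LEC over BEC was -6.14, from the authors' means of 5.44 CPM in LEC and 384 CPM in BEC. A shift in the scaling of the libraries does not account for it, since the median log2 ratio of all microRNAs was -0.035. Exact matches with a paralog do not account for it either, as 0 other hairpins of the annotation share 18 bases in a row with the 5p side of MIR335. That hairpin lies on chromosome 7 from 130496111 to 130496204. Reads aligned with mismatches were not tested. An error limited to one arm of the hairpin cannot be told apart from a difference in the hairpin, because miR-335-5p is the 1 arm of MIR335 listed. A difference between the cell types remains open, as do differences in donor, tissue of origin and culture medium, which were not tested.

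The 4 listed arms that are made only from MIR100, MIRLET7A2 or MIR125B1 were all more than 4-fold lower in LEC, with a median log2 ratio of -2.53. They were miR-100-5p, miR-100-3p, let-7a-2-3p and miR-125b-1-3p, and their hairpins lie within 52552 bp on chromosome 11, on the minus strand. miR-100-5p had a mean of 36212 CPM in BEC and 5524 CPM in LEC in the authors' deposited table. Related hairpins lie on chromosomes 21 and 19. If reads of these hairpins had been counted for the chromosome 11 arms, they would bring their ratios no lower than their own. The 5 listed arms made only from the chromosome 21 hairpins had a median log2 ratio of 0.58, and 4 of the 5 were higher in LEC, although only miR-125b-2-3p was called different. The 6 listed arms made only from the chromosome 19 hairpins MIR99B, MIRLET7E and MIR125A were all lower in LEC, with a median log2 ratio of -1.07, and 2 of them, miR-99b-3p and let-7e-3p, were called different. The lowest of these was -1.21, against -2.30 for the highest chromosome 11 arm. The chromosome 11 arms lay below the arms of chromosome 21 (exact permutation test of medians, two-sided, p = 0.0476, adjusted 0.0476 over both comparisons) and of chromosome 19 (same exact permutation test, p = 0.0286, adjusted 0.0476), with arms of one hairpin not being independent replicates. The chromosome 11 arms were picked out after their ratios were seen, so these p-values are not independent evidence. The ratios themselves argue against reads from these paralogs as the whole cause of the chromosome 11 values. For each of the 6 chromosome 19 arms and the 4 chromosome 11 arms, 0 other hairpins share 18 bases in a row with its side of the hairpin. Exact matches of that length therefore do not account for chromosome 11 reads counted for the chromosome 19 arms. Reads aligned with mismatches were not tested, as the number of mismatches allowed is not stated. With the total taken without the 5 most abundant microRNAs, each log2 ratio rises by 0.25, which leaves these directions as they are. With 5 CPM added to both means, let-7a-2-3p was no longer over 4-fold. A lower transcription of the chromosome 11 locus in LEC than in BEC is a hypothesis that these values leave open, and neither transcription nor the culture conditions were tested.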

How the results depend on the processing

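The alternatives were set before the data were examined, except the subtraction of 1 CPM from both means, the ranks with a constant added and the set test on log2 ratios, which were chosen after seeing the data. The first definition of the 14q32 set is also given. The constants were planned for values per library and were added to the group means instead.

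The number of different microRNAs was 98 and rose to 174 with an adjusted p under 0.05, which changes the threshold only. With a mean over the 6 libraries of at least 10 CPM it was 94, of which 91 were among the 98.

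The 30 LEC-enriched microRNAs fell to 17 with a pseudocount of 5 and rose to 46 at the 2-fold threshold. In the other 6 settings the count lay between 24 and 32. The pseudocount of 5 lowers ratios of microRNAs at low levels by construction. The 20 BEC-enriched microRNAs fell to 13 when the total was taken without the 5 most abundant microRNAs and rose to 44 at the 2-fold threshold. In the other 6 settings the count lay between 14 and 20. That scaling raises every log2 ratio by 0.25, and the split of enriched microRNAs moved from 30 in LEC against 20 in BEC to 31 against 13, which is 70.5% in LEC.

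The ratio of miR-204-5p was 57.2 with a pseudocount of 5 (log2 ratio 5.84). In the other 5 settings it lay between 103.0 and 126. It ranked 1 among the microRNAs called different with either pseudocount and after subtracting 1 CPM. A scaling multiplies all ratios by one factor and says nothing about the rank. Of the 5 previously reported microRNAs, 3 stayed over 4-fold with a pseudocount of 5. With the minimum mean level the count was 4, because miR-338-5p was removed. Of miR-126-5p, miR-126-3p, miR-31-5p and miR-181a-5p, 1 was called different, also with the minimum mean level, and 2 at an adjusted p under 0.05. The 14q32 set kept its direction, with camera p-values of 1.439e-06 with the minimum mean level, 1.834e-04 on log2 ratios and 4.813e-08 with the set as first defined.

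No paired analysis was possible because the table gives group means and no values per library. For the same reason the alternatives that need libraries were not run: each replicate left out, TMM, limma-trend, count tests, geometric means and the other filters on low counts. A ratio against a mean of a few CPM rests on few reads, and its error is not known.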

Differences from the paper's values

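The counts of listed, different, LEC-enriched and BEC-enriched microRNAs and the ratio of miR-204-5p did not differ from the paper's values by more than 1.5 times. The paper places miR-211 in an intron of TRPM1 by a number that 3 of the 7 transcripts spanning MIR211 give in GENCODE release 44, while the MANE Select transcript has it in intron 7.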

Other observations

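The tests of matches with 1 mismatch, of GC content by level and of log2 ratios by GC content, of matches among hairpins rich in GC, of the spread behind the p-values and of the offset were chosen only after related results were seen.

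Around the list of LEC-enriched microRNAs, 20 tests were run. Of these, 2 repeat a test with an earlier definition of structural RNA, and copies of a small p lower the adjusted values of the others, so the adjusted values given are over the other 18, of which 9 were under 0.05. Over all 20, 12 were under 0.05. The definitions used in them were partly settled on the same data, so the adjusted values are not independent evidence. The 30 LEC-enriched microRNAs lay at lower levels than the 20 BEC-enriched ones, with a median mean level of 21.9 CPM against 121 CPM (permutation test, p = 3.9e-04, adjusted 0.00151). Noise at low levels would raise ratios in both directions, but among microRNAs below the median level, 21 were LEC-enriched and 5 BEC-enriched. The sequences point to fragments of structural RNAs as a candidate source of part of this list. Of the 28 LEC-enriched microRNAs with a known hairpin, 5 share 18 bases in a row with a structural RNA, against 12 of the other 410 (Fisher's exact test, two-sided, p = 0.00269, adjusted 0.00691) and 0 of the 20 BEC-enriched ones. They are miR-4488 and miR-663a with rRNA, miR-4485-3p with mitochondrial rRNA, miR-1246 with snRNA and miR-6516-3p with scaRNA. The names of miR-4488, miR-663a and miR-1246 give no arm, so their whole hairpins were searched, as for all such names. A longer search makes a match likelier, and matches were not compared at equal length, so these tests may overstate the difference. When 1 mismatch was allowed, the counts were 11 of 28 against 21 of 410 (Fisher's exact test, two-sided, p = 4.975e-07, adjusted 8.955e-06). Before the 45S genes were limited to their sense strand, these counts were 12 and 22 (Fisher's exact test, p = 8.444e-08, adjusted 1.689e-06 over all 20). With all misc_RNA genes included, the exact matches were 5 of 28 and 13 of 410 (Fisher's exact test, p = 0.00355, adjusted 0.0079 over all 20). The microRNAs with an exact match had a median log2 ratio of 0.76 and the others -0.07 (permutation test, p = 0.0042, adjusted 0.00945). Sequences rich in GC match rRNA more often, so the comparison was repeated among hairpins with at least 60% GC, where 8 of 16 LEC-enriched microRNAs and 4 of 76 others had a match with at most 1 mismatch (Fisher's exact test, two-sided, p = 4.779e-05, adjusted 2.867e-04). Such fragments may differ between the RNA samples with degradation or with the expression of the structural RNAs, and these were not tested. The other 17 LEC-enriched microRNAs had no match with at most 1 mismatch, miR-204-5p among them.

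GC content, taken over the whole hairpin and not the mature sequence, was weighed for the same list. The LEC-enriched hairpins had a median GC content of 62.9%, against 50.9% for the others (permutation test, p = 2.0e-05, adjusted 1.8e-04). Across 438 microRNAs, which are not independent replicates, Spearman's rho of GC content and log2 ratio was 0.04 (permutation p 0.35, adjusted 0.394) and Pearson's r 0.17 (permutation p 4.2e-04, adjusted 0.00151). The microRNAs were also split by mean level into 3 groups of 146. At the lowest levels, rho was 0.16 (permutation p 0.054, adjusted 0.084) and r 0.26 (permutation p 0.0013, adjusted 0.0039). At the middle levels, rho was 0.11 (permutation p 0.17, adjusted 0.219) and r 0.19 (permutation p 0.021, adjusted 0.042). At the highest levels, rho was -0.16 (permutation p 0.056, adjusted 0.084) and r -0.04 (permutation p 0.62, adjusted 0.62). Why r passed the adjustment where rho did not was not tested. Over all levels, hairpins with at least 60% GC had a median log2 ratio of 0.15 and the others -0.09 (permutation test, p = 0.10, adjusted 0.138). Without hairpins that match a structural RNA with at most 1 mismatch, these medians were -0.02 for 80 microRNAs and -0.12 for 326 (permutation test, p = 0.56, adjusted 0.593). Below the median level, hairpins with at least 60% GC had a median log2 ratio of 0.49 and the others 0.13 (permutation test, p = 0.028, adjusted 0.0504). Without the matching hairpins, the medians below the median level were 0.25 and 0.12 (permutation test, p = 0.34, adjusted 0.394). The difference below the median level lay at the threshold, with an adjusted value of 0.0467 over all 20 tests in place of 0.0504, and is not taken as passing. A GC bias is neither shown nor excluded by these values and stays open beside the structural RNA matches. For miR-204-5p, the microRNAs of similar hairpin GC content had a largest log2 ratio of 2.86 against 6.71. This argues against a bias set by the GC content of the hairpin. A bias set by the GC content of the mature sequence was not tested.

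Neighbouring microRNAs had closer ratios of LEC over BEC than permuted pairs. Over 79 pairs of hairpins on the same strand within 10000 bp, the mean absolute difference in log2 ratio within a pair was 0.59, against 1.54 when the ratios were permuted among hairpins (permutation test, one-sided, p = 1.0e-05, the smallest that 100000 permutations can give). Without the 14q32 cluster, 41 pairs had a mean of 0.51 against 1.57. Independent errors of single microRNAs with the same spread in all hairpins would not give this. The ratios were permuted over all hairpins, including those without a neighbour. Whether neighbouring hairpins have a narrower spread of ratios was not tested. Among 98 hairpins with both arms listed, 69 had both arms in the same direction (Spearman's rho 0.61 and Pearson's r 0.64 across hairpins, which are not independent replicates). The size of the difference was not always shared, as miR-30d-5p was 4.90-fold higher in LEC and miR-30d-3p 1.26-fold.

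The microRNAs of the imprinted 14q32 cluster were lower in LEC as a set. The set was chosen from the paper's own list of BEC-enriched microRNAs, so it is not independent of these libraries. Of 62 listed arms, 55 had a lower mean in LEC, and the median log2 ratio was -0.69. With the total taken without the 5 most abundant microRNAs, 50 were lower and the median was -0.43. Camera with a preset correlation of 0.01 gave p = 8.68e-08, and 0 of 10000 random lists matched on mean level had a median as low. Whether this holds with an estimated correlation was not tested. Of the 62, 17 were called different, 16 lower and 1 higher, and the higher one, miR-2392, was LEC-enriched. These values are consistent with one difference shared by the cluster. HMVEC-dLy and HUVEC also differ in donor and tissue of origin, and these were not tested.

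The paper measured miR-126 and miR-31 by quantitative RT-PCR and reports both as more abundant in BEC. Its internal control for microRNAs was a small nuclear RNA or miR-126, so its values and the CPM are scaled differently. In the sequencing, miR-31-5p was 6.97-fold higher in BEC. For miR-126, the authors' deposited table gives means of 108856 CPM in LEC and 125529 CPM in BEC for the 5p arm (the authors' p = 0.182) and 23073 CPM and 22045 CPM for the 3p arm (the authors' p = 0.656), so neither arm was called different. The listed arms of miR-181a went in both directions, and none was called different. miR-181a-5p was 1.32-fold higher in LEC (the authors' FDR 0.0443) and miR-181a-3p 1.23-fold higher in LEC (recomputed FDR 0.247), while miR-181a-2-3p was 1.68-fold higher in BEC (recomputed FDR 0.0195). miR-181a-3p and miR-181a-2-3p were named after their values were seen. CPM are shares of all microRNA reads, and miR-126 is among the most abundant, so a change in total microRNA content would not be seen.

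A few microRNAs had large ratios and large p-values. The authors' deposited table gives miR-4454 means of 50.5 CPM in LEC and 319 CPM in BEC with p = 0.78, and miR-6765-3p means of 87.4 CPM and 714 CPM with p = 0.511. Both were named after their values were seen. Values per library would show whether single libraries carry these means.

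The p-values of the authors were set against an ordinary test of log2 values with 4 degrees of freedom, at the 10000000 reads per library that the paper states. The p-value needs a standard error below the counting error for 13 microRNAs, miR-204-5p among them, with 0.026 against 0.109 on the log2 scale. Lying below the counting error decides nothing by itself, since with 4 degrees of freedom 59.4% of estimated standard errors lie below the true one. For miR-204-5p, the chance of so small an estimate from counting error alone was 5.79e-03. This chance was under 0.01 for 2 microRNAs, miR-204-5p among them, where 4.45 would be expected. A spread between cultures or a lower depth would lower this count too, so it does not decide either. Whether the p-values came from such a test stays open.

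The lowest group mean in the table was 1.29 CPM, and no mean lay under 1 CPM. Whether an offset of 1 was added before averaging cannot be told apart from the effect of the filter, because no value in the table decides it. With 1 CPM subtracted from both means, the ratio of miR-204-5p would be 126.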
